# *N*^4^-Cytosine DNA Methylation Is Involved in the Maintenance of Genomic Stability in *Deinococcus radiodurans*

**DOI:** 10.3389/fmicb.2019.01905

**Published:** 2019-08-21

**Authors:** Shengjie Li, Jianling Cai, Huizhi Lu, Shuyu Mao, Shang Dai, Jing Hu, Liangyan Wang, Xiaoting Hua, Hong Xu, Bing Tian, Ye Zhao, Yuejin Hua

**Keywords:** *Deinococcus radiodurans*, genomic stability, DNA methylation, M.DraR1 methyltransferase, differential expression genes

## Abstract

DNA methylation serves as a vital component of restriction-modification (R-M) systems in bacteria, where it plays a crucial role in defense against foreign DNA. Recent studies revealed that DNA methylation has a global impact on gene expression. *Deinococcus radiodurans*, an ideal model organism for studying DNA repair and genomic stability, possesses unparalleled resistance to DNA-damaging agents such as irradiation and strong oxidation. However, details on the methylome of this bacterium remain unclear. Here, we demonstrate that *N*^4^-cytosine is the major methylated form (4mC) in *D. radiodurans*. A novel methylated motif, “C^4m^CGCGG” was identified that was fully attributed to M.DraR1 methyltransferase. M.DraR1 can specifically bind and methylate the second cytosine at *N*^4^ atom of “CCGCGG” motif, preventing its digestion by a cognate restriction endonuclease. Cells deficient in 4mC modification displayed higher spontaneous rifampin mutation frequency and enhanced DNA recombination and transformation efficiency. And genes involved in the maintenance of genomic stability were differentially expressed in conjunction with the loss of M.DraR1. This study provides evidence that *N*^4^-cytosine DNA methylation contributes to genomic stability of *D. radiodurans* and lays the foundation for further research on the mechanisms of epigenetic regulation by R-M systems in bacteria.

## Introduction

In addition to the canonical four-base hereditary information, numerous chemical modifications occur in DNA nucleotides, vastly expanding its structural complexity and information depth (Korlach and Turner, 2012). Among them, DNA methylation is a ubiquitous and pivotal epigenetic phenomenon that occurs in the genomes of all organisms. In bacteria, DNA methylation serves as a vital component of restriction-modification (R-M) systems, which plays a crucial role in defense against foreign DNA (Loenen et al., 2014; Pingoud et al., 2014; Rao et al., 2014; Pleska et al., 2016). It can also modulate the interactions of DNA-binding proteins with their cognate sites and is involved in chromosome replication, correction of DNA mismatches, cell cycle-coupled transcription, and formation of epigenetic lineages (Adhikari and Curtis, 2016; Casadesus, 2016). Recent studies demonstrated that DNA methylation had a global impact on gene expression (Casselli et al., 2018; Kumar et al., 2018).

*N*^6^-methyladenine (6mA), *N*^4^-methylcytosine (4mC), and *C*^5^-methylcytosine (5mC) are the major methylated sites in bacterial genomes, which are generated by methyltransferases (MTases) transferring a methyl group from S-adenosyl-l-methionine (SAM) to certain target bases. To date, the overwhelming majority of sequenced bacterial genomes have been found to encode MTases and are subject to DNA methylation (Murray et al., 2012; Blow et al., 2016). However, the frequency and distribution of methylated bases, as well as the precise sequence targets and biological roles of most MTases remain unknown, largely due to a lack of efficient analytical methods for the detection of these modified bases. Mass spectrometry has long been established as a convenient, rapid and effective technique for qualitative and quantitative analysis of methylated bases (Greer et al., 2015; Schiffers et al., 2017). However, it is unable to achieve genome-wide mapping of target sequences. Fortunately, new cutting-edge methods provide great promise in addressing this issue. Single-molecule, real-time sequencing (SMRT-seq) and nanopore-based sequencing have expanded the epigenetics research toolkit, offering novel methods for the genome-wide, systematic detection of the three forms of methylated DNA and unprecedented opportunities to explore the spectacular landscape of bacterial epigenomes (Clark et al., 2012; Fang et al., 2012; Rand et al., 2017).

*Deinococcus radiodurans* is a robust bacterium with an unparalleled DNA repair system. Experimental evidence has shown that *D. radiodurans* has a similar rate of double-strand break (DSB) formation as *Escherichia coli* under identical conditions (Gerard et al., 2001). However, after receiving a dose of 5,000 gray of γ-irradiation, which introduces approximately 1,600 DSBs per cell, *D. radiodurans* maintains its viability and is able to rebuild its shattered genome within hours (Cox and Battista, 2005). Several mechanisms explain the resistance of *D. radiodurans* to extreme radiation and oxidative stress, including strong self-regulatory systems, cell defense systems and efficient DNA repair mechanisms. In contrast to the long-held assumption that *D. radiodurans* DNA was methyl-deficient due to the unidentified methylated bases or undetectable DNA MTase activity (Ferrandi et al., 2019), the genomic DNA (gDNA) of *D. radiodurans* was reported to contain 6mA and 5mC modifications (Prasad et al., 2005; Patil et al., 2017). The hypomethylation of 6mA leads to dysregulation of metabolic pathways (Shaiwale et al., 2015), whereas 5mC could regulate protein homeostasis in this bacterium (Patil et al., 2017). However, recent experiments using dot-blot and enzyme-linked apta-sorbent assays revealed the absence of 5mC modifications in the gDNA of *D. radiodurans* (Ferrandi et al., 2019).

In the present study, we utilized SMRT-seq combined with sensitive ultra-high-performance liquid chromatography coupled with triple-quadrupole tandem mass spectrometry (UHPLC-QQQ-MS/MS) to analyze DNA methylation patterns in *D. radiodurans*. A novel 4mC modification motif was identified and fully attributable to the presence of the *M.DraR1* gene. M.DraR1 could methylate the target motif and prevent it from being digested by a cognate restriction endonuclease (REase) both *in vivo* and *in vitro*. Cells lacking M.DraR1 were assessed on their varied phenotypes and gene expression patterns. A large number of differentially expressed genes (DEGs) were observed in conjunction with the loss of MTase, including genes involved in DNA repair, transcription and nucleotide processing, suggesting that 4mC methylation is involved in the regulation of gene expression and genomic stability in *D. radiodurans*.

## Results

### *N*^4^-Cytosine Is the Major Methylated Form in *D. radiodurans*

*Deinococcus radiodurans* R1 strain contains five type II and two type IV R-M systems (Supplementary Figure S1 and Supplementary Table S3). A fused R-M enzyme encoded by the open reading frame (ORF) ORF2230P, DraRI was previously characterized as a member of the *Mme*I family recognizing the sequence CAAGN^6*m*^AC and modifying the penultimate adenine (Morgan et al., 2009). ORF14075P encoding MTase belongs to the YeeA (COG1002) methylase, which shares 32% similarity with the protein DrdIV that recognizes and methylates the sequence TACG^6*m*^AC (Morgan et al., 2009). The MTase encoded by ORF15360P contained the typical motifs associated with a 6mA MTase, but its recognition sequence could not be predicted because it lacked the similarity to other MTases with identified specific substrate. ORF16000P encodes a putative MTase, designated as M.DraR1, which has been reported to be an atypical SAM-dependent 5mC MTase for recognizing and methylating random ^5*m*^CpN sites (Patil et al., 2017).

Genome-wide analysis of all template positions revealed a cluster of cytosine residues that were clearly separated from the background (Figures 1A,B). Motif analysis identified two MTase motifs, “C^4m^CGCGG” and “DNCGGTGTGNB” with an unknown modification at the fifth base (Figure 1C and Table 1). And no 6mA modification motifs were identified in the gDNA of *D. radiodurans* R1. In addition, the abundance of methylated bases was quantified by UHPLC-QQQ-MS/MS, and results showed that the gDNA of *D. radiodurans* contains approximately 1.3‰ molar ratio of 4mC/C and 0.4‰ of 6mA/A (Figure 2 and Supplementary Figure S2), which corresponds to the results of SMRT-seq analysis. No 5mC modification was detected in this bacterium by either method. Taken together, our study suggests that *N*^4^-cytosine is the major methylated residue in *D. radiodurans*.

**FIGURE 1:**
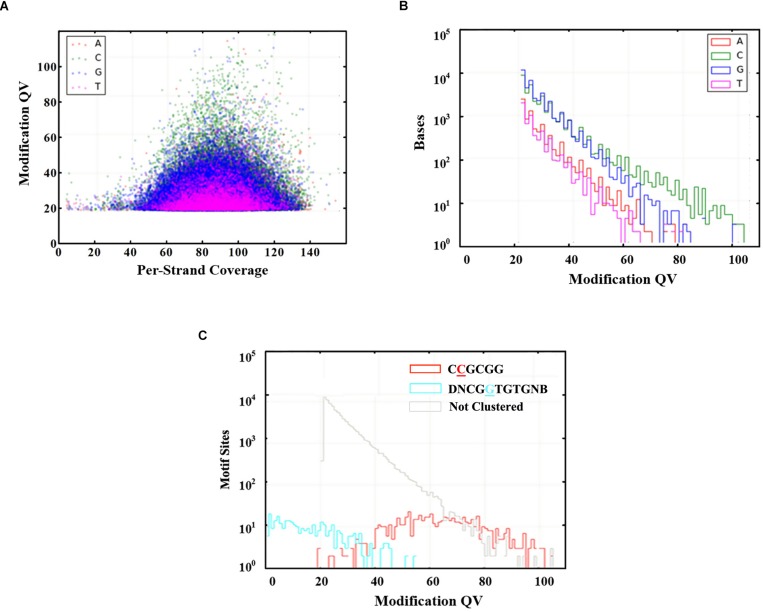
Modified bases in the gDNA of *D. radiodurans* R1. **(A)** Scatter plot of sequencing coverage and kinetic score for all genomic positions. Colors indicate the bases as shown in the upper left of the panel. **(B)** Modification QV Histogram of four type bases modification. **(C)** Modification QV Histogram by motifs. Underlined letters mean the modified positions of each motif.

**TABLE 1:** Comparison of genome-wide methylation patterns of *D. radiodurans* with *M.DraR1* mutant strain.

**Strain**	**Motifs**	**Modified position**	**Type**	**% Motifs detected**	**# Of Motifs detected**	**# Of motifs in genome**	**Mean modification QV**	**Mean motif coverage**	**Partner motif**
DraR1^a^	CCGCGG	2	m4C	95.83%	667	696	64.24	80.95	CCGCGG
	DNCGGTGTGNB	5	Unknown	16.57%	59	356	39.15	82.69	None
Δ*M.DraR1*^b^	GNNNNNH	1	Unknown	17.78%	265908	1495418	39.04	106.59	None
	GSVVNVNG	1	Unknown	11.98%	35310	294745	37.22	108.43	None
	GAGVNGBGV	1	Unknown	6.65%	516	7761	37.13	106.09	None
	CWNNNVNH	1	m4C	3.14%	14225	453199	43	109.41	None
	TCR	1	Unknown	1.82	4327	237866	33.95	118.77	None

*^*a*^DraR1, *Deinococcus radiodurans* R1 wild type strain. NCBI accession numbers: CP015081 to CP015084. ^*b*^Δ*M.DraR1, D. radiodurans* R1 deletion *M.DraR1* strain. NCBI accession numbers: CP031500 to CP031503.*

**FIGURE 2:**
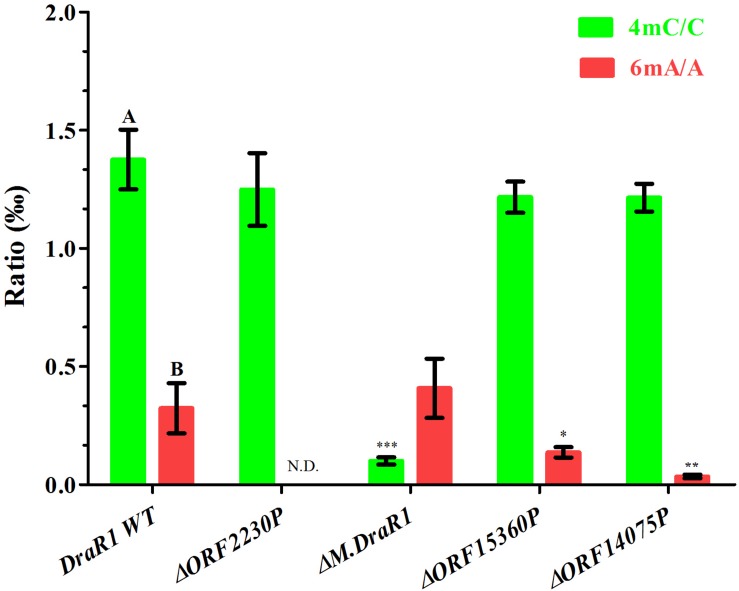
Quantification of 6mA, 4mC, and 5mC in the gDNA of *D. radiodurans* strains using UHPLC-QQQ-MS/MS. The mole ratios are shown. Each column represents the mean and SD of three biological replicates per group. Data with capital letters are significantly different at *p* < 0.01. Compared with DraR1 WT, ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001.

### M.DraR1 Is a Novel α-Class *N*^4^-Cytosine Methyltransferase

M.DraR1, located at the small plasmid of genome (A2G07_16000 or DR_C0020) in *D. radiodurans*, is predicted to be a typical α-class DNA MTases containing a canonical N-terminal SAM-binding motif (“FxGxG”) followed by a centrally located target recognition domain and a C-terminal catalytic motif (“SPPY”). Residues in M.DraR1, including V44, D63, P64, T71, G79, K98, T255, N261, G394, and R404, are also moderately conserved in its homologs (Supplementary Figure S3), indicating that these residues might play important roles in MTase activities. Sequence analysis revealed that M.DraR1 is an *N*^6^-adenine/*N*^4^-cytosine methylase. However, the target sequence context, the type and exact site of methylation are still unclear.

To rigorously assess the ability of M.DraR1 transferring a methyl group to either *N*^4^-cytosine or *N*^6^-adenine, we generated an *M.DraR1* gene knockout strain (Supplementary Figures S4A,B). The other three DNA MTase genes were also deleted (Supplementary Figures S5A–C). Compared to wild type *D. radiodurans*, deletion of the *M.DraR1* gene drastically decreased the molar ratios of 4mC/C, but had no effect on the abundance of 6mA (Figure 2), suggesting that M.DraR1 is an *N*^4^-cytosine DNA MTase but not the *N*^6^-adenine MTase. Kinetic signatures obtained from SMRT-seq showed the complete loss of the second 4mC methylation site in the sequence “CCGCGG” of Δ*M.DraR1* mutant (Table 1). The other three DNA MTases were confirmed to be involved in 6mA modification. These results suggest that M.DraR1 specifically recognizes the target sequence “CCGCGG” and methylates the *N*^4^ atom of the second cytosine in *D. radiodurans*, indicating it is a novel α-class *N*^4^-cytosine MTase.

### M.DraR1 Specifically Methylates and Protects the “CCGCGG” Motif From Cleavage by a Cognate REase

M.DraR1 protein was purified by stepwise affinity column purification as described in “Materials and Methods” section (Supplementary Figures S6A–C). And the purified recombinant protein was confirmed to be the product of ORF16000 (Supplementary Figures S6D,E and Supplementary Table S4). M.DraR1 exists mainly in its monomeric state in solution during the size exclusion column (Supplementary Figures S6F,G), which is consistent with that of previously reported DNA MTases (Ma et al., 2016). To test the DNA binding capacity of the M.DraR1 protein, different oligonucleotides were generated by annealing corresponding single strands (Supplementary Table S2). As shown in Figure 3, M.DraR1 was able to bind oligonucleotides containing “CCGCGG” in the presence of SAM (Figure 3A), and the binding was saturated by increasing the molar ratio of M.DraR1 to oligonucleotides (Figure 3A). Furthermore, M.DraR1 was unable to bind oligonucleotides containing any mutations (Figure 3B), which indicates the high specificity of M.DraR1.

**FIGURE 3:**
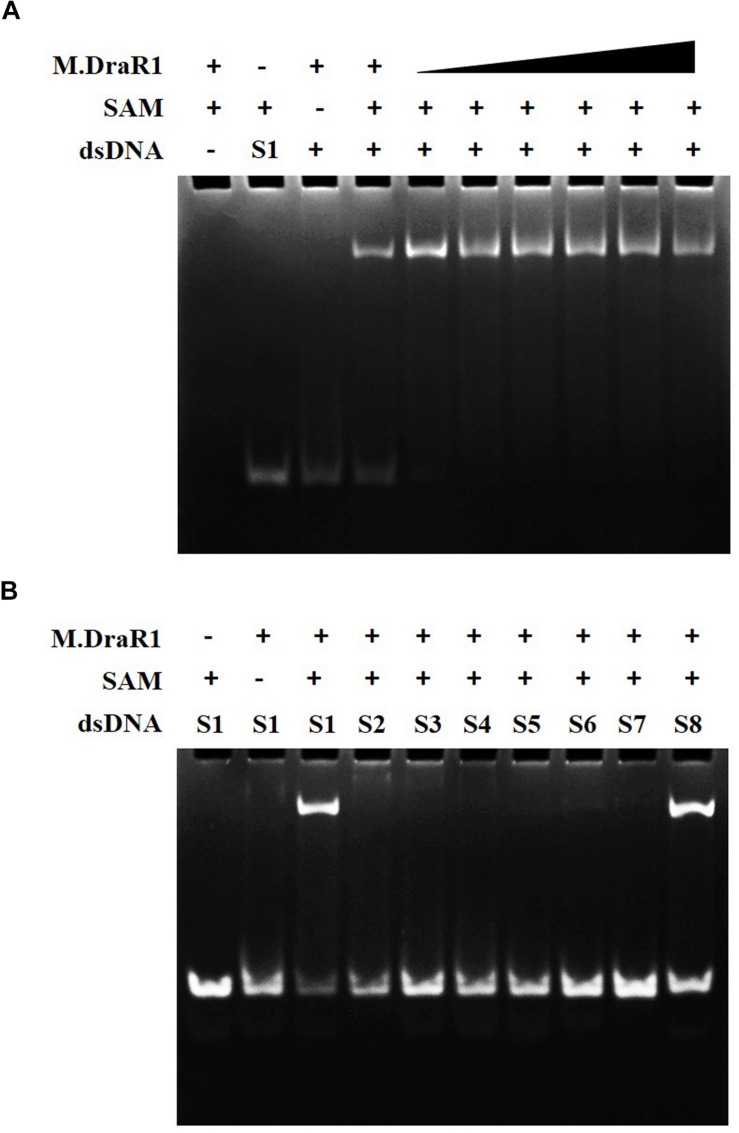
EMSA analysis of DNA binding by M.DraR1. **(A)** M.DraR1 binding oligonucleotide cassettes (annealed by S1-F and S1-R oligonucleotides in Supplementary Table S2) containing a “CCGCGG” sequence with different concentrations (from 100 μM to 1 mM). Excess (0.5 mM) or none SAM were added in binding buffer (20 mM Tris–HCl pH 8.0, 100 mM KCl, 7 mM β-Me, 0.1mM EDTA and 0.1 mg/mL BSA). **(B)** M.DraR1 could not bind oligonucleotides with site mutations in the “CCGCGG” sequence (Supplementary Table S2, from Supplementary Tables S2-S7 paired oligomers). Another blunt-ended dsDNA for “CCGCGG” was analyzed as well (last lane, S8 oligonucleotide cassette). The 100 μM double strand cassettes were used for each reaction. All the reactions were performed in three independent biological replicates.

To further explore the specificity of M.DraR1 and assess its ability to effectively inhibit REases, restriction analyses were carried out using the pRRS-M.DraR1 vector (Figure 4A). Methylated pRRS-M.DraR1 plasmid could be digested by *Hin*dIII (“AA^↓^GCTT”) but not by *Sac*II (a relevant cognate REase), both of them are sensitive to cytosine modifications (Figure 4B). These results indicate that M.DraR1 cannot methylate “AAGCTT” sites at C residues *in vivo* but does specifically methylate “CCGCGG” motifs. Other four restriction enzymes with defined specific sequences (CAG^↓^CTG for *Pvu*II, GCG^↓^C for *Hha*I, C^↓^CGG for *Hpa*II, and GG^↓^CC for *Hae*III), which are resistant to cleavage by cytosine methylation at CpN sites, were also analyzed. pRRS-M.DraR1 and its PCR products exhibited similar gel patterns to that of pRRS null vector (Figure 4B), which suggests that M.DraR1 cannot randomly methylate CpN sites *in vivo*. MTase activity of M.DraR1 *in vitro* showed that those DNA substrates were resistant to cleavage by *Sac*II but completely digested by other enzymes (Figure 5 and Supplementary Figure S7). These results also suggested that recombinant M.DraR1 could specifically methylate “CCGCGG” motifs *in vitro* and protect them from cleavage.

**FIGURE 4:**
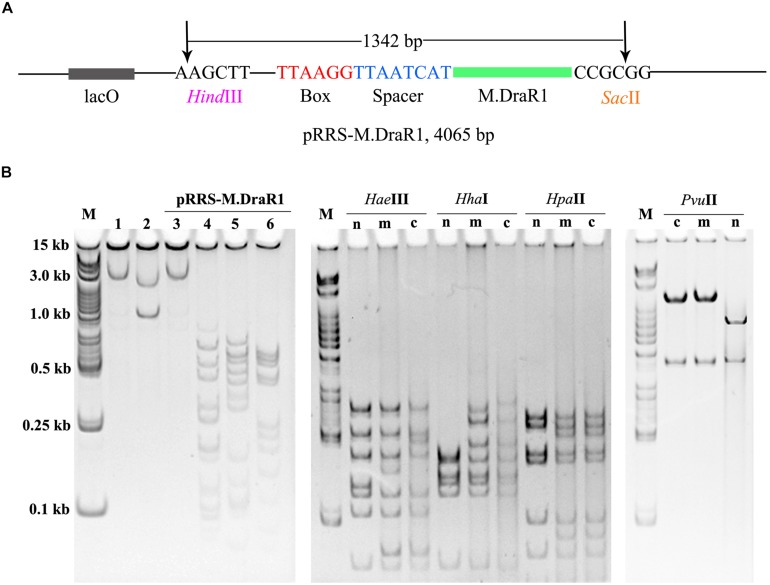
Confirmation of activity of M.DraR1 using methylation protection assays. **(A)** pRRS – M.DraR1, a high-copy replicon that contains CCGCGG motif and expresses M.DraR1 was constructed. Black arrow stands for the restriction sites of *Hin*dIII and *Sac*II, respectively. **(B)** Analysis of M.DraR1 methylation *in vivo*. pRRS-M.DraR1 and pRRS null vectors (n) were transformed into methylation-deficient *E. coli* ER2796 cells, and plasmid DNA were recovered from stationary phase cultures after growth at 37°C for about 20 h. Un-methylated control substrate of pRRS-M.DraR1 was generated by PCR amplification. *Hin*dIII predigested pRRS-M.DraR1 from ER2796 (m) (lane 1) prevented digestion by *Sac*II (lane 3), but not by *Hae*III (lane 4), *Hha*I (lane 5), and *Hpa*II (lane 6) in contrast to PCR amplified pRRS-M.DraR1 (c) that is digested by *Sac*II (lane 2). All these substrates showed similar digestive profiles by *Hae*III, *Hha*I, *Hpa*II, and *Pvu*II. M, 250 bp DNA Ladder (TSJ105-100) from Beijing TsingKe Biotech Co., Ltd. All experiments were performed in three independent biological replicates.

**FIGURE 5:**
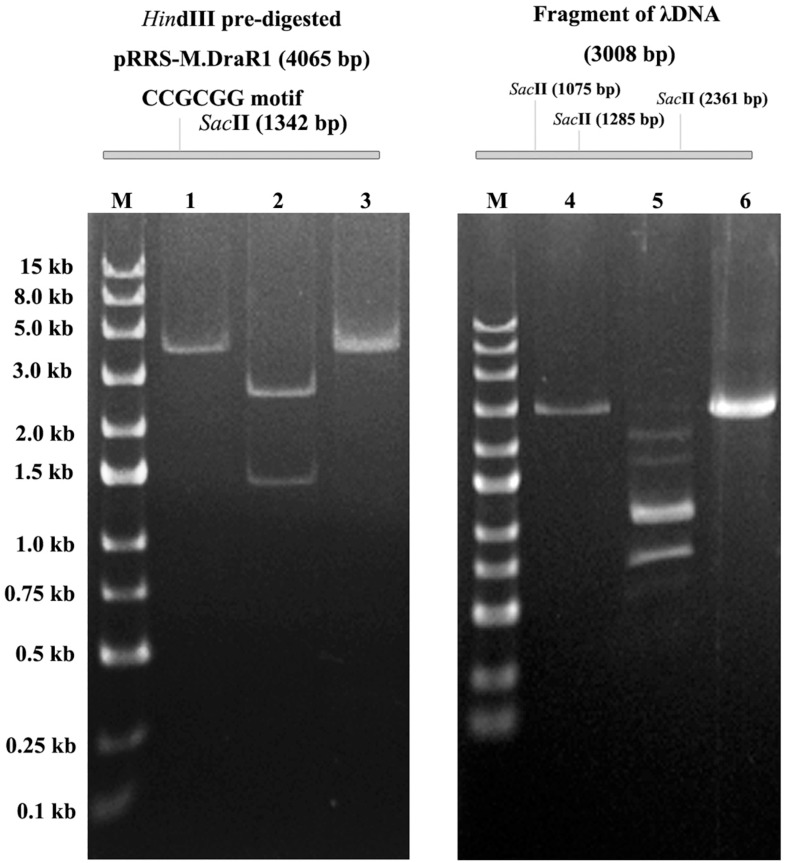
*In vitro* methyltransferase activity assay of the purified M.DraR1. PCR amplified pRRS-M.DraR1 vector was linearized by *Hin*dIII (lane 1), and then purified and methylated with M.DraR1 enzyme *in vitro*. Methylation of the plasmid prevented it digestion by *Sac*II (lane 3) in contrast to un-methylated control one (lane 2). The methylation of PCR amplified λDNA fragment containing three “CCGCGG” sites (lane 4) with M.DraR1 protected it from being digested (lane 6) by *Sac*II as well. Lane 5 is the unmethylated λDNA fragment. M, 250 bp DNA ladder (TSJ105-100) from Beijing TsingKe Biotech Co., Ltd. All experiments were performed in three independent biological replicates.

### Cells Devoid of M.DraR1 Causes Genomic Instability

Deletion of the *M.DraR1* gene did not significantly affect cell growth under optimal conditions (Figure 6A). The *D. radiodurans M.DraR1* mutant showed increased spontaneous rifampin mutation frequency (Figure 6B). Compared to the wild type, the mutant showed a ∼ninefold increase significantly (*p* = 0.002), suggesting that M.DraR1 mediated DNA 4mC methylation might be involved in the genomic stability in *D. radiodurans*. Furthermore, cells lacking *M.DraR1* led to a >100-fold increase in transformation frequency (Table 2). And the relative intermolecular recombination efficiency of the mutant strain was approximately ∼39-fold higher than that of the wild type strain (Table 2). Compared with the pRADK vector, the modified plasmid pRADKm caused reduced transformability, while the use of methylated M.pRADKm plasmid with M.DraR1 lead to an efficient improvement of DNA transformation frequencies in *D. radiodurrans* strains (Table 3). These results suggest that the spontaneous rifampin mutation frequency, recombination capacity and transformability of *D. radiodurans* might be regulated by 4mC modification. Thus, we proposed that 4mC methylation could act as a methylation barrier against foreign DNA, contributing to genomic stability.

**FIGURE 6:**
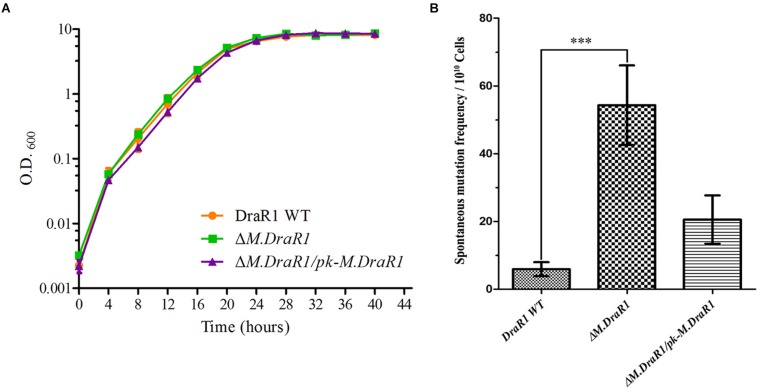
Deletion M.DraR1 gene does not affect the growth rate but induces higher spontaneous rifampin mutant frequency in *D. radiodurans* R1. **(A)** Growth curves of *D*. *radiodurans* strains. Wild-type, Δ*M.DraR1* mutant and the *M.DraR1* complementary strains were individually grown in TGY medium, and growth rates were recorded by measuring the OD_600_ every 4 h. **(B)** The spontaneous rifampin mutant frequency of *D. radiodurans* strains. The spontaneous mutant frequency is the number of rifampin resistant colonies divided by the total number of viable cells. Averages and standard deviations were calculated from three independent experiments. Compared with DraR1, ^∗∗∗^*p* < 0.001.

**TABLE 2:** Transformation and recombination frequency of *D. radiodurans* and *M.DraR1* mutant strains.

**Strain**	**Transformation efficiency (10^14)a^**	**Intermolecular recombination frequency (10^11^)^b^**	**Relative intermolecular recombination efficiency (10^2^)^c^**
			
DraR1	7.07 ± 1.13	1.78 ± 0.23	2.52 ± 0.32
Δ*M.DraR1*	(4.39 ± 0.57) × 10^3**^	(4.30 ± 1.70) × 10^4*^	97.85 ± 38.69^∗^

*^*a*^The transformation efficiency is the number of transformant colonies divided by the total number of viable cells. 0.2 μg pRADK plasmid were transformed into each strain. Mean and SD were calculated from three independent experiments. ^*b*^0.5 μg of Δ*crtB:Kana*^+^ fragment DNA were transformed and the intermolecular recombination frequency is the number of recombinated colonies (white colones were calculated on TGY plates containing 20 mg/mL kanamycin) divided by the total number of viable cells. ^*c*^To allow for transformation efficiency, the relative intermolecular recombination efficiency of each strain is calculated by intermolecular recombination frequency divided by the transformation efficiency. Compared with DraR1, ^∗^*p* < 0.05, ^∗∗^*p* < 0.01.*

**TABLE 3:** Methylation by M.DraR1 is required for DNA transformation of *D. radiodurans* strains.

**Groups**	**Number of transformant colonies (×10^3^ CFU/mL)**	**Total number of viable cells (×10^16^ CFU/mL)**	**Transformation efficiency (×10^14^)**
			
DraR1 + pRADKm^1^	3.65 ± 0.92	17.67 ± 5.51	2.07 ± 0.37 ^A^
DraR1 + M. pRADKm^2^	23.17 ± 3.69	19.60 ± 3.39	11.82 ± 1.88 ^B^
Δ*M.DraR1* + pRADKm	(2.90 ± 0.10) × 10^3^	35.47 ± 5.70	(8.18 ± 0.28) × 10^2**a^
Δ*M.DraR1* + M. pRADKm	(3.77 ± 0.68) × 10^3^	1.00 ± 0.28	(3.77 ± 0.88) × 10^4*b^

*^1^pRADKm, a plasmid derived from pRADK by site-directed mutagenesis, contains one “CCGCGG” site. ^2^M.pRADKm, the methylated pRADKm plasmid by M.DraR1 enzyme *in vitro*. Compared with pRADKm transformation, data with capital letters are significantly different at *p* < 0.01, lowercase at *p* < 0.05. Compared with DraR1 group, ^∗^*p* < 0.05, ^∗∗^*p* < 0.01.*

### Absence of *N*^4^-Cytosine DNA Methylation Leads to Expression Changes of Proteins Involved in DNA Damage Response

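M.DraR1 (DR_C0020), the gene deleted in the mutant, had an FPKM of 189 and 162 in the 2 wild-type libraries and of 58.8 and 58.1 in the 2 ΔM.DraR1 libraries. Its log2 fold change was -1.57 (standard error 0.20, adjusted p = 0.0047 from limma). The mutant libraries thus held 33.5% and 33.1% of the wild-type mean, from 317 and 191 fragments of the gene, as derived from its FPKM. The paper replaced the gene with a streptomycin resistance cassette and did not see its interior fragment in the mutant by PCR (Supplementary Figure S4). It also reports a shorter amplicon across the locus, a check by DNA sequencing and the loss of methylation at CCGCGG in the mutant. Total RNA from 2 biological replicates of each strain, grown to an OD600 of 0.5, was sequenced as paired-end reads. The authors aligned the reads with Bowtie2, counted them per gene with HTSeq and deposited FPKM (fragments per kilobase of gene, scaled to the library total) for each library. From the FPKM, 3178 loci were read, and 3125 that reached an FPKM of at least 1 in at least 2 libraries were tested with limma on log2(FPKM + 1), with p adjusted over these genes. A fold change on this scale understates the change of genes with low FPKM. The libraries held 4887442 and 6261650 fragments in the wild type and 4132565 and 2522525 in the mutant. Loci at 0 numbered 60 and 58 in the wild-type libraries and 33 and 38 in the mutant libraries. The 5th percentile of FPKM was 3.28 and 3.17 in the wild type and 9.28 and 11.8 in the mutant. The low end thus lay higher in the mutant despite its lower depth, and the cause was not tested.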

RNA-seq was used for differential expression gene analysis between wild-type and Δ*M.DraR1* strains. 

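A DNA-binding response regulator (DR_C0012) showed the largest rise in the mutant, with a log2 fold change of 8.57 (standard error 0.56, adjusted p = 0.0011 from limma). It had 2 and 5 fragments in the wild-type libraries and 1007 and 1895 in the mutant libraries, where its FPKM was 451 and 1391. The ribonucleoprotein Ro/SS-A-like protein (DR_1262) rose from an FPKM of 16.4 ± 1.27 to 2823 ± 179 (SD, n = 2 libraries). Of the 10 largest rises, 5 were genes of Table 4. DR_C0023 and DR_1968 were among the others, and the deposited tables and the reference gene table do not pair these IDs with names. The largest fall was that of DR_B0046, likewise without a paired name, from an FPKM of 1115 to 32.7. In total, 1505 of the 3125 genes tested were differentially expressed at an adjusted p under 0.05 from limma, 739 higher and 766 lower in the mutant, and 1812 had an unadjusted p under 0.05. With upper quartile scaling the split was 848 higher and 573 lower, since this scaling moved the median log2 fold change of all tested genes from -0.12 to 0.04. An absolute log2 fold change of at least 1 was reached by 631 of the higher and 480 of the lower genes. The mutant libraries both lay on one side of both wild-type libraries for every differentially expressed gene. With 2 libraries per strain, overlap leaves too wide a spread for a call, so this adds no support to the calls. The same held for 81.1% of all tested genes, where chance gives 33.3%. Genes are not independent, and this share was not corrected for the median log2 fold change of -0.12. When a library is left out, the spread comes from the strain that keeps both libraries, and the mutant spread is the wider. A gene that does not pass without a wild-type replicate thus need not depend on that replicate. Without wild-type replicate 1 the number of differentially expressed genes was 765, of which 244 were lower (243 at the fold limit), and without wild-type replicate 2 it was 800, of which 282 were lower. Without ΔM.DraR1 replicate 1 there were 1153 lower genes.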

A total of 1,158 genes (766 upregulated genes and 392 downregulated genes) were differentially expressed in Δ*M.DraR1* strain (Figure 7A). Hierarchical clustering was performed to determine the expression patterns for all DEGs and samples were clustered into two groups (Figure 7B). 

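Over the 1505 differentially expressed genes, the wild-type libraries lay 0.289 log2 units apart (root mean square of the differences in log2(FPKM + 1)). The mutant libraries lay 0.667 apart. Each wild-type library lay between 1.82 and 2.24 from the mutant libraries, so that complete linkage gave a wild-type and a mutant group. Since these genes were chosen for a difference between the strains, the grouping was repeated over all 3125 tested genes. It gave the same groups, with distances of 0.313 within the wild type, 0.694 within the mutant and 1.34 to 1.66 between the strains.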

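Across all 3178 genes, the square of Pearson's r of log2(FPKM + 1) was 0.983 between the wild-type libraries. Between the mutant libraries it was 0.901. Between strains, it was 0.689 and 0.697 for ΔM.DraR1 replicate 1 with wild-type replicates 1 and 2, and 0.543 and 0.554 for ΔM.DraR1 replicate 2. Rounded to the decimals that Figure 7C prints, these 6 values match it. They are taken across genes, which are not independent replicates. On untransformed FPKM the value for the mutant libraries was 0.831.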

The correlation coefficient of FPKM was >90.1% between two independent biological replicates of each group (Figure 7C), indicating that the replicates were highly correlated and credible. These results were also validated by RT-qPCR (Figure 7D).

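Among the genes measured by RT-qPCR, DR_A0157 fell from an FPKM of 5673 ± 185 to 161 ± 9.89 (SD, n = 2 libraries), a log2 fold change of -5.13 (standard error 0.18, adjusted p = 0.00052 from limma). DR_1939 fell by 1.69 on the log2 scale and the phosphate regulon sensor PhoR (DR_2244) by 3.11. DR_1877 had an FPKM of 47.4 and 43.3 in the wild type and of 66.0 and 109 in the mutant. Its log2 fold change of 0.89 did not pass the test (standard error 0.29, adjusted p = 0.055 from limma). Of the 13 genes in the RNA-seq data, 6 were higher, 6 were lower and 1 did not pass, and adjusted over the list alone 7 were higher and 6 lower. Since the study chose these genes on these samples, neither count is independent evidence. The gene used to normalize the RT-qPCR, DR_1343, had an FPKM of 2163 and 2232 in the wild type and 1082 and 1016 in the mutant (log2 fold change -1.07, standard error 0.18, adjusted p = 0.0087 from limma). Its fold change was -0.96 with median-of-ratios and -0.90 with upper quartile scaling. Without wild-type replicate 1 or 2 its adjusted p from limma was 0.117 or 0.135.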

**FIGURE 7:**
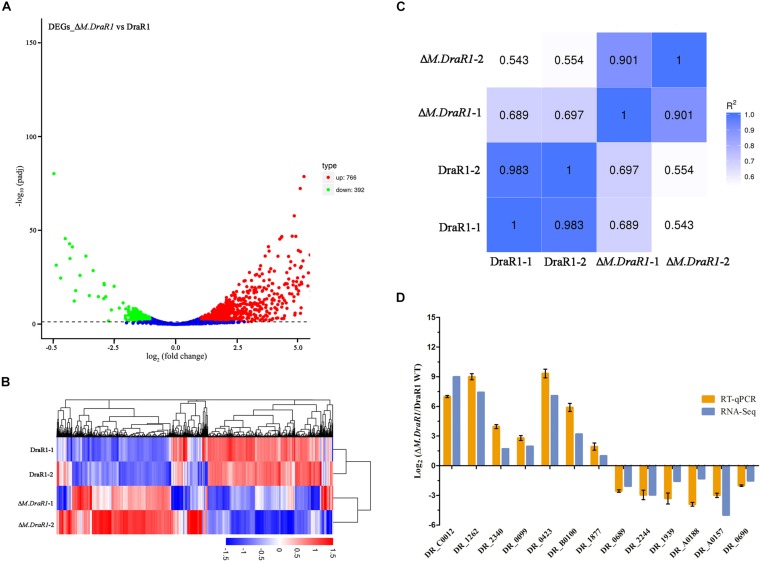
Comparison of differentially expressed genes (DEGs) identified between *D. radiodurans* R1 and Δ*M.DraR1* mutant strains. **(A)** Volcano Plot analysis of DEGs in Δ*M.DraR1* strain compared with *D. radiodurans* wild type. Genes with an adjusted *p* < 0.05 found by DEGs analytical method were assigned as differentially expressed. **(B)** Hierarchical clustering of DEGs in each sample. Blue bands indicate a low gene expression level, and red bands indicate a high gene expression level. **(C)** Pearson correlation between these strains. The correlation coefficient of FPKM was >90.1% between two independent biological replicates of each sample. **(D)** RT-qPCR validation of the expression levels of 13 candidate genes. Error bars indicate the standard deviation of averages from three biological replicates.

Strikingly, gene ontology (GO) enrichment analysis revealed that upregulated unigenes were significantly enriched in twelve subcategories (Figure 8A). The majority of unigenes in the biological process category were associated with macromolecule metabolic processes. Interestingly, a number of unigenes were also associated with DNA recombination. Within the molecular function category, most unigenes were assigned to nucleic acid, DNA binding and hydrolase, and nucleoside triphosphatase activity. 

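The sensor DrtS (DR_2416) of the DNA damage response two-component system rose from an FPKM of 68.7 ± 5.75 to 354 ± 25.1 (SD, n = 2 libraries), a log2 fold change of 2.35 (standard error 0.19, adjusted p = 0.0018 from limma). Its partner DrtR (DR_2415) rose by 1.58 (standard error 0.26, adjusted p = 0.0083). The sensor histidine kinase DR_0892 and the LexA-XRE regulator DR_A0074 rose by 1.91 and 2.54. The sensor with a CHASE1 domain (DR_1174) fell by 1.10 on the log2 scale. Of the 11 regulators in Table 4, 9 were higher and 2 were lower, adjusted over all genes and adjusted over the list alone, on genes that the study chose from these samples, which is not independent evidence. As a set they ranked above the other genes (camera of limma with a preset correlation, adjusted p = 0.0023 over 10 lists). For the same reason this rank is not independent evidence either. With an estimated correlation the adjusted p from camera was 0.326, but that form has few degrees of freedom with 4 libraries and little power. The quorum sensing regulator DqsR (DR_0987) and DR_1174 did not pass without wild-type replicate 1 (adjusted p of 0.0621 and 0.102 from limma) or without wild-type replicate 2 (0.142 and 0.101). KEGG pathways were not analysed here.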

The KEGG enrichment analytical scatter diagram showed that the major pathways affected in the deletion strain belonged to ABC transport, two-component systems, DNA replication, homologous recombination, and protein export pathways (Figure 8B). Two-component systems and homologous recombination are the most reported pathways involved in the robust DNA repair capacity of *D. radiodurans*. In contrast, GO and KEGG pathway enrichment analysis showed that downregulated unigenes were mainly involved in energy or small-molecule metabolic processes, such as the tricarboxylic acid cycle, glycolysis, microbial metabolism in diverse environments, and sulfur metabolism (Supplementary Figure S8).

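The genes of the tricarboxylic acid cycle were expressed at mean FPKM of 475 to 2382 in the wild type and of 279 to 933 in the mutant. All 13 had a log2 fold change below 0, between -1.67 and -0.77 with a median of -1.25. At an adjusted p under 0.05 from limma, 12 were lower and 0 higher, the same counts as from limma-voom, and adjusted over the list alone, or at an unadjusted p under 0.05, 13 were lower. Lower genes were more frequent among them than among all tested genes (one-sided Fisher's exact test, adjusted p = 4.4e-06 over 10 lists). That test takes the loci as independent, which they are not. Some have adjacent locus tags, such as DR_0951 to DR_0954, and the correlation estimated by camera within the list was 0.683. This p is therefore too small by an unknown amount. As a set they ranked below the other genes (camera of limma with a preset correlation, adjusted p = 0.00015; adjusted p = 0.456 with an estimated correlation). The list was compiled by locus from general knowledge of the organism. Without wild-type replicate 1 only 3 of the 13 passed, and without wild-type replicate 2 only 5. Lists of the genes of glycolysis and sulfur metabolism were not analysed here.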

**FIGURE 8:**
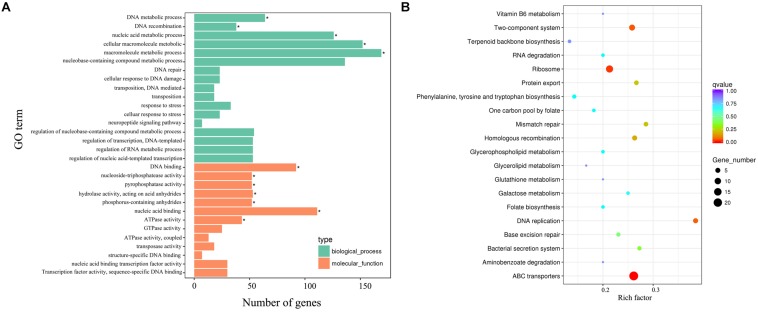
The biological relationship of the upregulated DEGs. **(A)** Gene ontology (GO) annotations of the upregulated unigenes. The GO term (left *y*-axis) and the number of DEGs (down *x*-axis) are shown. Bars with asterisks represent significantly enriched terms (*p* adjust < 0.05). **(B)** KEGG functional annotations of these upregulated unigenes. The scatter diagram shows the enrichment of DEGs in the signaling pathways.

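DdrA (DR_0423) rose from an FPKM of 56.2 ± 0.296 in the wild type to 7704 ± 1845 in the mutant (SD, n = 2 libraries), a log2 fold change of 7.05 (standard error 0.23, adjusted p = 0.00052 from limma). The rises of DdrG (DR_0227), DdrJ (DR_1263), DdrD (DR_0326) and DdrK (DR_1264) were 6.68, 6.22, 5.89 and 5.83 on the log2 scale. DdrO (DR_2574), the repressor of the radiation-desiccation response regulon, already had an FPKM of 1744 ± 19.8 in the wild type and reached 21503 ± 4987, a log2 fold change of 3.60 (standard error 0.23). PprA (DR_A0346) rose by 3.36 (standard error 0.26, adjusted p = 0.0017 from limma), and DdrB (DR_0070) by 4.81 (standard error 0.24). The smallest rise among the Ddr and Ppr genes of Table 4 was that of DdrH (DR_0438), at 2.82. All 11 were higher, also when adjusted over the list alone, which is not independent evidence since the study chose them from these samples. In a list of 17 Ddr and Ppr loci compiled from general knowledge, 14 were higher, 1 was lower and 2 did not pass, with 15 higher when adjusted over the list alone. Of the 5 loci in this list that are outside Table 4, 2 were higher, 1 was lower and 2 did not pass, with a median of 1.00. The lower locus, DR_0194, had a log2 fold change of -0.90 (adjusted p = 0.040 from limma) and did not pass with either other scaling, or without wild-type replicate 1 or 2 (adjusted p of 0.197 and 0.257). Camera of limma with a preset correlation gave an adjusted p of 5.8e-08 for the 17 loci and of 5.0e-09 for the 11 genes of Table 4, and adjusted p = 0.326 with an estimated correlation for both. The choice of the 11 genes from these samples limits both results, since the 17 loci include them.

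**Figure D1:**
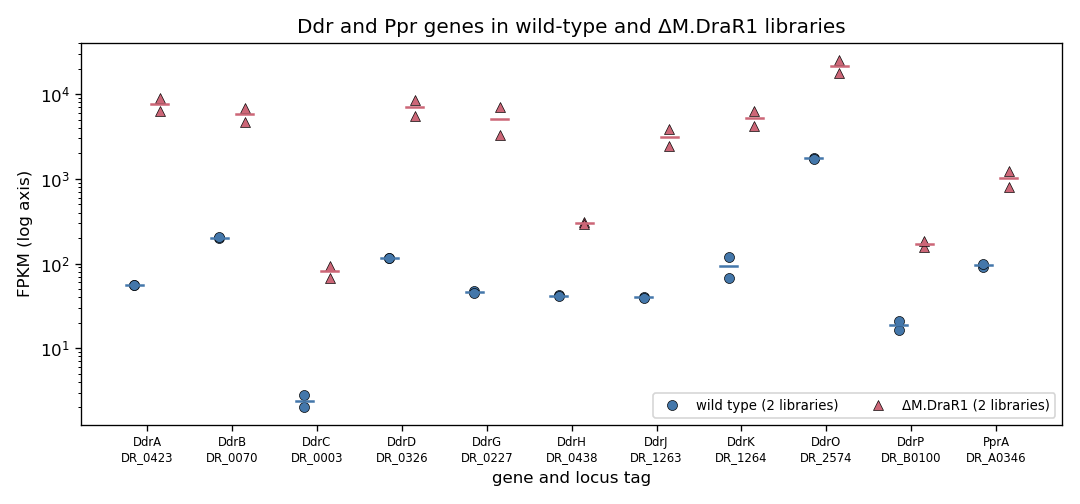
FPKM on a log axis of the 11 Ddr and Ppr genes of Table 4. Circles are the 2 wild-type libraries, triangles the 2 ΔM.DraR1 libraries and lines their means. For each gene both triangles lie above both circles.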

Interestingly, the majority of DNA damage response genes, such as *ddrA*, *ddrB*, *ddrO*, *ddrG*, *ddrJ*, *ddrK*, *ddrD*, and *pprA*, were significantly upregulated (Table 4). Several genes involved in DNA recombinational repair pathway including *recA*, *recO*, *rexD*, and *ruvB* were also significantly upregulated. 

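RecA (DR_2340) had an FPKM of 228 ± 4.50 in the wild type and 709.8 ± 7.23 in the mutant (SD, n = 2 libraries), a log2 fold change of 1.63 (standard error 0.18, adjusted p = 0.0036 from limma). The DNA helicase subunit RuvB (DR_0596) and the RecD-like helicase RecD2 (DR_1902) rose by 2.52 (standard error 0.28) and 2.51 (standard error 0.38). RecO (DR_0819) rose by 1.14 (standard error 0.29, adjusted p = 0.027 from limma), and did not pass without wild-type replicate 1 (adjusted p = 0.140). The mismatch repair genes mutS (DR_1039) and mutL (DR_1696) rose by 2.25 and 1.91, and the single-stranded DNA-binding protein SSB (DR_0099) by 1.86 (standard error 0.31). The UvrA2 subunit (DR_A0188) fell by 1.40 on the log2 scale. Of the 26 DNA repair genes of Table 4, 21 were higher and 5 lower, also when adjusted over the list alone, which is not independent evidence since the study chose them from these samples. The helicase HelD (DR_1572), topoisomerase IA (DR_1374), the helicase HepA (DR_B0136) and the HRDC-domain protein (DR_2444) did not pass without wild-type replicate 1 (adjusted p of 0.204, 0.0971, 0.104 and 0.0643 from limma) or without wild-type replicate 2 (0.211, 0.0863, 0.0551 and 0.0503). AlkA (DR_2584) and the endonuclease III DR_2438 did not pass without wild-type replicate 2 alone (0.127 and 0.113), which left 2 lower genes without replicate 1 and 1 without replicate 2. As a set the repair genes ranked above the others (camera of limma with a preset correlation, adjusted p = 5.5e-05; adjusted p = 0.376 with an estimated correlation). Their choice from these samples means that this rank is not independent evidence either.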

Putative competence genes, including those encoding prepilin peptidase, CRP and CinA, were upregulated in the mutant strain. This gene expression pattern of the Δ*M.DraR1* strain resembled that of *D. radiodurans* during recovery after exposure to acute radiation (Liu et al., 2003), indicating that the absence of *N*^4^-cytosine DNA methylation may result in intracellular stress.

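The CinA gene (DR_2338) rose from an FPKM of 211 ± 3.83 to 1216 ± 27.9 (SD, n = 2 libraries), a log2 fold change of 2.52 (standard error 0.18, adjusted p = 0.0012 from limma). The cyclic AMP receptor protein (DR_1646) rose by 2.07 (standard error 0.35, adjusted p = 0.0092). The CRP family regulator DR_0997 had an FPKM of 295 and 257 in the wild type and of 649 and 1867 in the mutant, and rose by 2.00 (standard error 0.50, adjusted p = 0.026). The prepilin peptidase (DR_2065) rose by 1.25 (standard error 0.29, adjusted p = 0.021), and did not pass without wild-type replicate 2 (adjusted p = 0.0676 from limma). Of the 5 competence genes of Table 4, 4 were higher and 1 lower, adjusted over the list alone as well, on genes that the study chose from these samples, which is not independent evidence. As a set they did not rank apart from the other genes (camera of limma with a preset correlation, adjusted p = 0.15). The same choice limits this result, and the set mixes both directions.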

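The loci of the radiation-desiccation response regulon, listed from general knowledge of the organism, had a median log2 fold change of 1.95. Of its 23 loci, 18 were higher, 0 were lower and 5 did not pass at an adjusted p under 0.05 from limma, and 20 were higher when adjusted over the list alone. At an unadjusted p under 0.05, and from limma-voom, 0 were lower as well. All 23 had a log2 fold change above 0, from 0.13 to 7.05. In the 10 loci that are outside Table 4, 5 were higher and 5 did not pass, with a median of 0.77. The regulon ranked above the other genes (camera of limma with a preset correlation, adjusted p = 5.0e-09; adjusted p = 0.326 with an estimated correlation). Without ΔM.DraR1 replicate 1, 22 loci were higher and 1 lower. No irradiated cells were among the libraries, so the profile of recovery after radiation was not compared here. From the likeness to that profile, the paper proposes that the absence of N4-cytosine methylation may result in intracellular stress.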

**TABLE 4:** Expression changes of proteins involved in DNA damage response in *N*^4^-cytosine methylation deficient strain.

**Gene ID**	**Log_2_ fold**	***p*-value**	**Function annotation**
**Ddr and Ppr proteins**			
DR_0423	7.088	2.53E-125	Single-stranded DNA-binding protein, DdrA
DR_0070	4.8588	1.56E-58	Single-stranded DNA-binding protein, DdrB
DR_0003	4.993	1.80E-25	Hypothetical protein, DdrC
DR_0326	5.9294	7.20E-80	Hypothetical protein, DdrD
DR_0227	6.7254	2.40E-68	Hypothetical protein, DdrG
DR_0438	2.8941	1.45E-15	Hypothetical protein, DdrH
DR_1263	6.2741	5.17E-81	Hypothetical protein, DdrJ
DR_1264	5.7875	1.67E-55	Hypothetical protein, DdrK
DR_2574	3.6669	4.24E-37	Transcriptional repressor of the RDR regulon, DdrO
DR_B0100	3.2083	1.08E-18	Putative RNA or DNA ligase, DdrP
DR_A0346	3.4373	2.42E-26	DNA damage repair protein, PprA
**DNA repair proteins**			
DR_1262	7.4276	1.96E-155	Ribonucleoprotein Ro/SS-A-like protein
DR_B0099	3.3137	5.88E-18	Poly ADP-ribose glycohydrolase, PARG
DR_1297	3.09	6.24E-12	Uncharacterized membrane protein, MutK
DR_0221	2.7957	1.35E-07	Endonuclease domain-containing protein (DUF559)
DR_0596	2.6105	2.51E-14	DNA helicase subunit, RuvB
DR_1902	2.6449	2.96E-11	ATP-dependent RecD-like DNA helicase, RecD2
DR_2586	2.4528	0.0001281	Exonuclease VII small subunit, XseB
DR_1039	2.3424	1.31E-11	DNA mismatch repair protein, MutS
DR_0899	2.0659	3.07E-06	Ribonuclease HI, RnhA
DR_1310	1.8549	6.43E-05	SOS response regulatory protein, OraA/RecX
DR_B0098	1.9345	3.71E-08	Polynucleotide kinase, PNKP
DR_0428	1.6244	0.00097529	Alkylated DNA nucleotide flippase, Atl1
DR_0491	2.0405	5.13E-07	Methylglyoxal and glyoxal deglycase
DR_0099	1.9713	3.45E-08	Single-stranded DNA-binding protein, SSB
DR_1696	2.0243	6.48E-10	DNA mismatch repair ATPase, MutL
DR_2340	1.7145	1.07E-09	Recombinase A, RecA
DR_1913	1.6998	6.16E-08	DNA gyrase subunit A, GyrA
DR_0928	1.5242	5.73E-05	Endonuclease III, Nth
DR_2584	1.3687	0.0027148	AlkA
DR_0819	1.2406	0.0031834	DNA repair protein, RecO
DR_1572	1.0071	0.00084984	DNA helicase IV, HelD
DR_1374	–1.0828	0.00017952	DNA topoisomerase IA
DR_B0136	–1.1809	0.0065165	Superfamily II DNA or RNA helicase, HepA
DR_2444	–1.1741	0.00023378	HRDC-domain containing protein
DR_2438	–1.1513	0.0042907	Endonuclease III, Nth
DR_A0188	–1.3045	1.07E-05	ATPase subunit, UvrA2
**Nucleoid-associated proteins**			
DR_2263	–1.7121	1.15E-05	starvation-inducible DNA-binding protein, Dps-1
DR_A0065	–1.1282	0.00034972	DNA-binding protein HU-beta, Hu
DR_0689	–2.0547	0.00070292	Uracil DNA glycosylase, Ung
DR_0690	–1.5222	0.000211	DNA topoisomerase IB, Top1
DR_1913	1.6998	6.16E-08	DNA gyrase subunit A, GyrA
DR_0906	1.012	0.00039493	DNA gyrase subunit B, GyrB
**Putative competence genes**			
DR_2065	1.37	0.00038418	Prepilin peptidase, type IV
DR_0997	2.1888	6.36E-06	CRP family transcriptional regulator
DR_1646	2.1841	8.93E-08	cyclic AMP receptor protein
DR_2338	2.5946	6.05E-22	CinA protein
DR_B0067	–2.9352	1.8467E-22	Extracellular nuclease
**Stress resistance-associated regulatory proteins**			
DR_C0012	8.9928	1.35E-43	DNA-binding response regulator
DR_2574	3.6669	4.24E-37	Transcriptional repressor of the RDR regulon
DR_A0074	2.6564	2.30E-11	LexA-XRE SOS regulon
DR_2416	2.4366	1.79E-16	DrtS DNA damage response TCS sensor
DR_0171	2.2432	3.55E-09	Putative transcriptional regulator
DR_0892	1.9984	2.07E-08	Sensor histidine kinase
DR_2415	1.6885	4.09E-06	DNA damage response TCS regulator, DrtR
DR_A0344	1.5513	0.0006724	LexA-ArsR SOS regulon
DR_0987	1.2235	0.00073958	Deinococcus QS regulator, DqsR
DR_1174	–1.0052	0.00072146	Extracellular sensor domain CHASE1
DR_2244	–2.9471	1.99E-14	Phosphate regulon sensor protein, PhoR

## Discussion

The complete genome of *D. radiodurans* contains two circular chromosomes and two circular plasmids with a GC content >66.3% (Hua and Hua, 2016). Despite that the gDNA of *D. radiodurans* was previously assumed to be methyl-deficient (Ferrandi et al., 2019), Patil et al. detected 6mA and 5mC bases in its gDNA (Prasad et al., 2005; Patil et al., 2017). However, our SMRT-seq and UHPLC-QQQ-MS/MS results suggest that 4mC is the dominant methylated base in *D. radiodurans*, while the abundance of 6mA is significantly lower and 5mC is undetectable. These results are consistent with those of Ferrandi et al. (2019), who failed to identify any 5mC methylated bases in gDNA of this bacterium. Thus, the *N*^4^-cytosine DNA methylation appears to be the epigenetic marker in *D. radiodurans*.

The comparative analysis suggested that MTases encoded by ORF2230P, ORF14075P and ORF15360P are involved in 6mA modification in *D. radiodurans*, whereas only the MTase encoded by ORF16000P was implicated in 4mC methylation. And the protein encoded by ORF10260P (*DR_0643*) was annotated as an RsmD-like RNA methyltransferase, which was once proposed to be a 6mA DNA MTase (Shaiwale et al., 2015). As a member of the *Mme*I family, DraRI in *Deinococcus* was reported to possess no DNA methyltransferase activity *in vivo*, but displayed endonuclease activity once disrupted ORF was corrected (Morgan et al., 2009). Levels of 6mA in our study were undetectable by UHPLC-QQQ-MS/MS after deletion of this gene, indicating that DraRI has MTase activity.

The S/DPPY/F motifs are the hallmark of *N*^4^-cytosine MTase active sites (Malone et al., 1995; Bujnicki and Radlinska, 1999). In contrast, an invariant Pro-Cys dipeptide (PC motif) is present in the active site of 5mC DNA MTases (Kumar et al., 1994). M.DraR1 contains SPPY and FxGxG motifs and but no other conserved motifs such as PC, ENV, QRR, RE or GN, suggesting that M.DraR1 is not likely a 5mC MTase. In the current study, deletion of *M.DraR1* drastically reduced 4mC content and resulted in complete loss of the modified “C^4m^CGCGG” motif, suggesting that M.DraR1 is an *N*^4^-cytosine MTase. Electromobility shift assay (EMSA) also confirmed that M.DraR1 can rigorously bind to DNA substrates containing the sequence “CCGCGG” in the presence of SAM. Restriction digestion pattern analysis *in vivo* and *in vitro* provided further evidence that M.DraR1 is able to protect DNA substrates from *Sac*II digestion. Taken together, these results indicated that M.DraR1 is an α-class *N*^4^-cytosine MTase, which methylates the *N*^4^ atom rather than *C*^5^ position of the second cytosine in “CCGCGG” motifs (Roberts et al., 2015).

Despite the low frequency compared to that of 6mA, 4mC is a prevalent modified base in thermophilic bacterial DNA and also occurs in many mesophilic bacteria (Ehrlich et al., 1985). A recent study revealed that *N*^4^-cytosine DNA methylation in *Helicobacter pylori* was involved in transcriptional regulation and pathogenesis, suggesting that 4mC is not only a component of R-M systems but also serves as a global epigenetic regulator (Morgan et al., 2016; Kumar et al., 2018). In our study, 4mC plays a crucial role in the maintenance of genomic stability in *D. radiodurans*, as higher spontaneous rifampin mutation frequency, enhanced recombination and transformation efficiencies were observed in *N*^4^-cytosine methylation deficient strains.

Our observations raise the question of why 4mC modifications are the epigenetic marker in *D. radiodurans*. 4mC has been observed more often in thermophilic bacteria than in non-thermophilic bacteria (Ehrlich et al., 1985; Beaulaurier et al., 2019). This may be related to the fact that *N*^4^-methylated cytosine is more resistant to heat-induced deamination, which can introduce disadvantageous T:G mismatches into the genome compared with *C*^5^-methylated cytosine (Ehrlich et al., 1985). Therefore, we speculate that *D. radiodurans* inherited 4mC methylation from the shared ancestor of *Deinococcus-Thermus*. We also noted that some other *Deinococcus* species also possess 4mC and have few 5mC residues in their gDNA (data are not shown), which is consistent with the findings of Blow et al. (2016) who also identified 4mC but no 5mC modifications in three other *Deinococcus-Thermus* species. Another interesting possibility is that this bacterium may have acquired the MTase gene via horizontal gene transfer since M.DraR1 shows the highest sequence homology with M.Rca13941ORF67P (43% identity and 58% positivity), a type II *N*^4^-cytosine DNA MTase, identified from *Roseiflexus castenholzii* DSM13941, were found to recognize the “CCGCGG” motif as well (Roberts et al., 2015).

Natural transformation, the stable uptake and heritable integration of extracellular DNA, plays a major role in genomic diversity, ecological diversification and functional regulation (Thomas and Nielsen, 2005; Johnsborg et al., 2007). In *D. radiodurans*, the absence of m4C affected the natural transformation pathway through epigenetic regulation of gene expression. This is consistent with our findings that several homologous competence genes, including the genes encoding prepilin peptidase, CRP and CinA were upregulated and the gene encoding extracellular nuclease downregulated in the Δ*M.DraR1* strain. Furthermore, uptake of pRADKm DNA was reduced, whereas M.pRADKm was enhanced in both *D. radiodurans* wild type and Δ*M.DraR1* mutant strains, suggesting that there might be a relevant cognate REase limiting the foreign DNA (containing “CCGCGG” motifs) uptake in *D. radiodurans*. 

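The extracellular nuclease gene (DR_B0067) fell from an FPKM of 3910 ± 228 in the wild type to 463 ± 75.9 in the mutant (SD, n = 2 libraries). Its log2 fold change was -3.08 (standard error 0.21, adjusted p = 0.0011 from limma).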

A putative GIY-YIG endonuclease encoded by ORF15945P was also annotated in the genome of *D. radiodurans*, which may recognize and cleave the same motif based on the high similarity of its amino acid sequence with that of R.Eco29kI.

Cells lacking 4mC methylation displayed decreased genomic stability in *D. radiodurans*. Previous studies proposed that DNA methylation might affect the chromosome topology whereby induces conformational changes to a bacterial genome, rendering previously inaccessible genes accessible to the transcriptional machinery (Polaczek et al., 1998; Ngo et al., 2016; Beaulaurier et al., 2019). Interestingly, almost all nucleoid-associated proteins, e.g., Dps-1, HU, UDG, and type IB topoisomerase, were found to be significantly downregulated in the Δ*M.DraR1* strain, suggesting the presence of defects in DNA compaction in the mutant strain (Blasius et al., 2008; Nguyen et al., 2009; Reon et al., 2012; Wang et al., 2012). 

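Dps-1 (DR_2263) fell from an FPKM of 1833 ± 119.8 to 506 ± 181 (SD, n = 2 libraries), a log2 fold change of -1.90 (standard error 0.29, adjusted p = 0.0075 from limma). The HU protein (DR_A0065), with the highest FPKM of the group, fell from 9082 ± 1100.2 to 3843 ± 325 (log2 fold change -1.24, standard error 0.20). It did not pass without wild-type replicate 2 (adjusted p = 0.0677 from limma). The uracil DNA glycosylase (DR_0689) had an FPKM of 109 and 127 in the wild type and of 37.7 and 10.1 in the mutant, a log2 fold change of -2.52 (standard error 0.59, adjusted p = 0.022). The neighbouring topoisomerase IB (DR_0690) fell by 1.67 on the log2 scale (standard error 0.27). Of the 6 nucleoid-associated genes of Table 4, 4 were lower and 2, both of DNA gyrase, were higher, adjusted over the list alone as well, on genes that the study chose from these samples, which is not independent evidence. As a set they did not rank apart from the other genes (camera of limma with a preset correlation, adjusted p = 0.36). The same choice limits this result, and the set mixes both directions.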

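GyrA (DR_1913) rose from an FPKM of 395 ± 0.178 in the wild type to 1229.5 ± 333 in the mutant (SD, n = 2 libraries), a log2 fold change of 1.61 (standard error 0.25, adjusted p = 0.0074 from limma). GyrB (DR_0906) rose from 738 ± 3.75 to 1407 ± 161, a log2 fold change of 0.92 (standard error 0.19, adjusted p = 0.015). Without wild-type replicate 1 or 2, the adjusted p of GyrB from limma was 0.198 or 0.202.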

DNA gyrase, containing GyrA and GyrB, which are involved in DNA relaxation, decatenation and supercoiling (Kota et al., 2016), was upregulated in Δ*M.DraR1*, implying the role of 4mC methylation in the regulation of DNA condensation. The “CCGCGG” sites also found to be uniformly distributed across the *D. radiodurans* genome, indicating that they may also affect DNA compaction through epigenetic modulation of gene expression in *D. radiodurans*.

## Conclusion

We characterized *N*^4^-cytosine DNA methylation in the extremophile *D. radiodurans* R1 and addressed its possible association with transcriptional expression patterns. Evidence from our study suggested that M.DraR1 is a novel α-class *N*^4^-cytosine MTase that specifically recognizes the target sequence “CCGCGG” and methylates the second cytosine at the *N*^4^ position, preventing it from being digested by cognate endonucleases both *in vitro* and *in vivo*. Moreover, cells lacking 4mC DNA modifications exhibited higher spontaneous mutation frequencies and enhanced recombination and transformation efficiencies. And a large number of DEGs were observed in conjunction with the loss of the MTase enzyme. Our study has provided new insights into the properties and roles of *N*^4^-cytosine DNA methylation in the maintenance of genomic integrity in *D. radiodurans*.

## Materials and Methods

### Strains and Growth Conditions

All strains and plasmids used in this study are listed in Supplementary Table S1. *E. coli* strains were grown in Luria-Bertani (LB) liquid media or on agar (1.5% Bacto-agar) plates supplemented with appropriate antibiotics at 37°C with aeration. All *D. radiodurans* strains were grown in tryptone glucose yeast extract (TGY) liquid media or on agar plates (0.5% tryptone, 0.1% glucose, and 0.3% yeast extract) supplemented with appropriate antibiotics at 30°C with aeration.

### SMRT-Seq

Genomic DNA was extracted using a QIAamp DNA mini kit (Qiagen, Valencia, CA, United States) following the manufacturer’s protocol. The DNA quality was determined using gel electrophoresis and a NanoDrop 2000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, United States). SMRT sequencing and *de novo* assembly were carried out as described previously (Hua and Hua, 2016). DNA modification detection and motif analysis were performed using the standard settings in the “RS Modification and Motif Analysis.1” protocol included in SMRT Portal version 2.2.0.^1^ Modified sites were then identified through kinetic analysis of the aligned DNA sequence data and grouped into motifs using Motif Finder (v1)2 (Clark et al., 2012; Blow et al., 2016). The SEQWARE computer resource was used to annotate R-M system genes (Blow et al., 2016). The results were stored into REBASE (Roberts et al., 2015). PacBio motif files and sequencing data were submitted to the NCBI database (Table 1).

### M.DraR1 Mutant Strain Construction and Complementation

Tripartite ligation and double-crossover recombination methods were used for gene mutation as described previously with slight modifications (Dai et al., 2018). Briefly, upstream and downstream fragments of the target gene were PCR-amplified, digested and ligated to a streptomycin resistance cassette. The tripartite ligated fragment were PCR-amplified using P1/P4 primers and transformed into *D. radiodurans* competent cells. Mutant colonies were screened on TGY plates containing 10 μg/mL streptomycin (TS plate) and confirmed by PCR analysis and DNA Sequencing. The mutant strain was named Δ*M.DraR1*.

For gene complementation, the full-length *M.DraR1* gene fragment was PCR-amplified using M.DraR1-F and M.DraR1-R primers and ligated into the shuttle vector pRADK to construct the complementation plasmid pRAD-M.DraR1. After confirmation by sequencing using primers pRAD-F and pRAD-R, the plasmid was subsequently transformed into Δ*M.DraR1* complement cells and selected on TGY plates containing streptomycin and 4 μg/mL chloramphenicol (TSC plate). The resulting strain was designated Δ*M.DraR1*/*pk-M.DraR1*. All primers are listed in Supplementary Table S2.

### Quantification of Modified Bases in gDNA by UHPLC-QQQ-MS/MS

The gDNA (2–4 μg) in 26 μL of nuclease-free H_2_O was denatured at 100°C for 5 min, chilled on ice for 2 min, and digested by 1 μL nuclease P1 (1U/μL, Wako United States) in 10 mM NH_4_OAc (adding 3 μL 100 mM NH_4_OAc, pH 5.3) at 42°C overnight. It was followed by addition of 3.4 μL NH_4_HCO_3_ (1 M) and 1 μL of phosphodiesterase I from *Crotalus adamanteus* venom (0.001 U, Sigma-Aldrich) at 37°C for 2 h and finally by addition of 1 U of alkaline phosphatase from *E. coli* (Takara) at 37°C for 2 h. Digested DNA was diluted twofold with nuclease-free H_2_O. The diluted solution was filtered through a 0.22 μm filter and 5 μL was injected for liquid chromatography with tandem mass spectrometry (Greer et al., 2015; Liu et al., 2016).

2′-Deoxyguanosine (dG, D7145), Thymidine (dT, T9250), 2′-Deoxyadenosine (dA, D7400), 2′-Deoxycytidine (dC, D3897), and *N*^6^-Methyl-2′-deoxyadenosine (m^6^dA or 6mA, M2389) were purchased from Sigma. 2′-Deoxy-5-methylcytidine (m^5^dC or 5mC, D3610) was purchased from Tokyo Chemical Industry (TCI, Japan). 2′-Deoxy-*N*^4^-methylcytidine (m^4^dC or 4mC) was a generous gift from Prof. Jianzhao Liu (Zhejiang University, China). Nucleosides were separated by reversed-phase UHPLC on a C18 column with online mass spectrometry detection using a Waters TQ MS triple-quadrupole LC mass spectrometer in positive electrospray ionization mode (Waters, Milford, MA, United States). The elution program was shown as following: the C18 column was washed using ddH_2_O and equilibrated with 98% solvent A (1‰ Formic acid/ddH_2_O) and 2% solvent B (1‰ Formic acid/methanol); the content of B was increased gradually from 2 to 100% in 5 min after injection, and subsequently continue to elute 2.5 min using 100% B; and then the column was treated circularly as the first two steps did before the next injection. Nucleosides were quantified using nucleoside precursor ion to base ion mass transitions of 228.2–112.1 for dC, 242.2–126.1 to separate m^4^dC and m^5^dC by retention time, 266.1–150.0 for m^6^dA and 252.1/136.0 for dA (Yu et al., 2015; Liu et al., 2016). Ratio quantification was performed using calibration curves obtained from nucleoside standards run at the same time.

### Methyltransferase Cloning

The *M.DraR1* gene was amplified by PCR using the primers M.DraR1-pRRS-F and M.DraR1-pRRS-R and cloned into the pRRS plasmid as described previously (Clark et al., 2012). The pRRS-M.DraR1 plasmid was transformed into *E. coli* DH5α cells and cultured on ampicillin-resistant LB plates for 20 h at 37°C. Clones were selected and confirmed by DNA sequencing using the sequencing primers pRRS-F and pRRS-R.

The constructed pRRS-M.DraR1 vector was transferred to *E. coli* ER2796 cells. Plasmid DNA was isolated and the methylation status was assessed by digestion with *Hin*dIII and a relevant cognate REase *Sac*II. The unmethylated control substrate was produced by PCR amplification using primers pRRS-F and pRRS-F-R. Null pRRS was analyzed as well. Additional REases, including *Pvu*II, *Hha*I, *Hpa*II, and *Hae*III were also used to digest the substrates. Samples were separated by 5% native polyacrylamide gel electrophoresis (PAGE). Gels were stained using ethidium bromide (EB) and bands were visualized using an Automatic Digital Gel Image Analysis System (Tannon 3500, Shanghai, China). The pRRS plasmid and *E. coli* ER2796 host strain were gifts from Sir Richard J. Roberts (New England Biolabs, Ipswich, MA, United States). All primer sequences are listed in Supplementary Table S2. All restriction enzymes were purchased from New England Biolabs, United States.

### Expression and Purification of M.DraR1 MTase

The *M.DraR1* gene was amplified and cloned into a modified pET28a expression vector (Zhao et al., 2015). After confirmed by DNA sequencing, the constructed plasmid was transformed into ER2566 strain. Protein expression was induced at 16°C by adding isopropyl-β-D-thiogalactopyranoside (IPTG) to a final concentration of 0.4 mM.

The M.DraR1 protein was purified using GE Akta Pure 25 system (GE Healthcare, United States). Briefly, cells resuspended in lysis buffer (20 mM Tris–HCl, pH 8.0; 500 mM NaCl; 5% (w/v) glycerol; 3 mM β-mercaptoethanol and 9 mM imidazole) were lysed by sonication and clarified by centrifugation at 20,000 g for 30 min at 4°C. The supernatant was purified using a HisTrap HP column (GE Healthcare) equilibrated with buffer A (20 mM Tris–HCl pH 8.0; 500 mM NaCl; 5% (w/v) glycerol and 3 mM β-mercaptoethanol), washed with 40 mM imidazole and eluted with 250 mM imidazole. After TEV tag removal using TEV protease, the protein was loaded onto an MBPTrap HP column (GE Healthcare) to remove His-MBP and uncleaved proteins. The flow-through fractions were collected, desalted using a HiPrep^TM^ 26/10 column (GE Healthcare) with buffer B (20 mM Tris–HCl, pH 8.0; 100 mM NaCl; 1 mM dithiothreitol; 5% (w/v) glycerol and 1mM EDTA) and loaded onto a Heparin HP column (GE Healthcare) pre-equilibrated with the same buffer. Fractions containing M.DraR1 protein were eluted using a linear NaCl gradient from 100 to 1000 mM. Finally, the protein was purified using a Superdex 200 10/300 GL column (GE Healthcare) with buffer C (20 mM Tris–HCl, pH 8.0 and 200 mM KCl). The purified protein was assessed by sodium dodecyl sulfate-PAGE, Western blotting and matrix-assisted laser desorption/ionization time of flight mass spectrometry.

### Electrophoresis Mobility Shift Assays

Electromobility shift assays were performed as previously described with some modifications (Cheng et al., 2016). Briefly, 20 μL reaction mixtures containing 100 μM double-stranded DNA (generated by annealing the oligonucleotides listed in Supplementary Table S2) and various concentrations of purified M.DraR1 (0, 100, 200, 300, 400, 500, 600, and 1000 μM) in binding buffer (20 mM Tris–HCl, pH 8.0 and 100 mM KCl) with excess or no SAM, were incubated for 60 min at 4°C. Samples were analyzed by 12% native PAGE gel electrophoresis and bands were visualized by EB staining. All DNA oligonucleotides were purchased from Sangon.

### *In vitro* M.DraR1 Protection Assays

For *in vitro* methylation, 1 μg unmethylated pRRS-M.DraR1 plasmid, 2 μg DNA containing three “CCGCGG” sites (PCR products of λDNA and gDNA of *D. radiodurans*, 2,836 and 1,318 bp, respectively, primers listed in Supplementary Table S2) and λDNA were incubated with 1 μM purified M.DraR1 at 30°C for 1 h in reaction buffer (20 mM Tris–HCl, pH 8.0; 100 mM KCl; 0.1 mM EDTA; 3 mM β-mercaptoethanol and 80 μM SAM). Methylated products were then purified and digested as described above. Finally, the digested products were analyzed by 1% agarose or 5% native PAGE gel electrophoresis as described above.

### Growth Curve Test

Growth curve and phenotypic assays were performed as previously described (Cheng et al., 2015). *D. radiodurans* and derivative strains were grown to early exponential phase (OD_600_ ≈ 1.0) and chilled on ice. To assess growth rate, 0.5 mL aliquots were resuspended in 50 mL fresh TGY media and incubated at 30°C with shaking at 220 rpm. The OD_600_ was measured every 4 h for a total incubation period of 40 h. Growth curves were created from at least three independent measurements using GraphPad Prism (GraphPad Software, Inc., La Jolla, CA, United States).

### Transformation, Recombination, and Spontaneous Mutation Frequency

A total of 0.2 μg of each of the shuttle vector pRADK, non-methylated and methylated pRADKm (containing one “CCGCGG” site inserted by site-directed mutagenesis using primers pRADKm-F and pRADKm-R and confirmed by sequencing using primer pRADKm-seq) was transferred into *D. radiodurans* strains. After incubation, cultures were plated onto TGY and TGY containing chloramphenicol (TC) plates. The transformation frequency was determined by dividing the number of transformant colonies growing on TC plates by the total number of viable cells on TGY plates (Cheng et al., 2015). We also amplified a donor DNA fragment containing a kanamycin resistance gene from Δ*crtB* mutant (Han et al., 2017). A total of 0.5 μg this fragment was used to measure the recombination capacity of the Δ*M.DraR1* mutant. Approximately 10^9^ freshly cultured cells were harvested at the early exponential phase, resuspended and plated on TGY plates containing rifampicin to determine the number of mutants and on native TGY plates to determine the total number of viable cells (Cheng et al., 2015). Three replicates were performed for each strain.

### RNA Isolation and Sequencing (RNA-Seq)

Total RNA of two biological replicates (OD_600_ = 0.5) from each group was isolated using the TRIzol method according to the manufacturer’s protocol (Ambion, Foster City, CA, United States). RNA degradation and contamination were assessed using 1% agarose gels. RNA concentration and RNA integrity were assessed using an RNA Nano 6000 Assay kit and Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, United States). A total of 3 μg RNA per sample was used as the input material for library preparation. Index codes were added to attribute sequences to each sample. The library preparations were sequenced on an Illumina Hiseq platform and paired-end reads were generated. The raw reads were deposited in the Sequence Read Archive (SRA) database of NCBI (PRJNA532990).

### RNA-Seq Data Analysis

The index of the reference genome (downloaded directly from the NCBI) was built and clean reads were aligned to the reference genome by Bowtie2-2.2.3 (Langmead and Salzberg, 2012). HTSeq v0.6.1 was used to count the number of reads mapped to each gene. Differential expression analysis was performed using the DEGs analytical method (1.18.0), which provides statistical routines for determining differential expression in digital gene expression data using a negative binomial distribution model (Anders and Huber, 2010). GO enrichment analysis of DEGs was performed using the GOseq R package, which corrected for gene length bias. GO terms with corrected *p*-values < 0.05 were considered significantly enriched (Young et al., 2010). We also test the enrichment of DEGs in Kyoto Encyclopedia of Genes and Genomes pathways (Mao et al., 2005).

### Experimental Validation

The reliability of the RNA-seq data was verified using 13 DEGs with different fold-change values (seven up-regulated and six down-regulated genes). Total RNA was extracted and cDNA was amplified using SYBR Premix Ex Taq^TM^ (TaKaRa). RT-qPCR assays were performed using the Mx3005^TM^P Real-time detection system (Agilent, United States) and *DR_1343* was used to normalize expression. RT-qPCR primers are listed in Supplementary Table S2.

## Data Availability

The RNA−seq data from this study has been submitted to the NCBI Gene Expression Omnibus with an accession number of GSE134934 (https://www.ncbi.nlm.nih.gov/geo/query/acc. cgi?acc=GSE134934).

## Author Contributions

YH conceived the project. SL, YZ, and BT designed the experiments and wrote the manuscript. SL, HL, and JC carried out the construction, purification, mass spectrometric analysis, and biochemical experiments. SD, JH, and SM carried out the mutants and phenotypic assays. SL, LW, and XH carried out the SMRT-seq, RNA-seq, and data analysis. HX and SL performed the enzymatic activity assays. All authors took part in the data analysis and approved the final version of the manuscript to be published.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.pacb.com/devnet/code.html

# Supplementary material for: N4-Cytosine DNA Methylation Is Involved in the Maintenance of Genomic Stability in Deinococcus radiodurans
**Source:** Front Microbiol. 2019 Aug 21;10:1905. doi: 10.3389/fmicb.2019.01905
**Supplement:** Supplementary file 1

Supporting information

N*⁴-cytosine DNA methylation is involved in the maintenance of genomic stability in *Deinococcus radiodurans

Shengjie Li¹, Jianling Cai¹, Huizhi Lu¹, Shuyu Mao¹, Shang Dai¹, Jing Hu¹, Liangyan Wang¹,
Xiaoting Hua², Hong Xu¹, Bing Tian¹, Ye Zhao¹ and Yuejin Hua^{1*}

Supplementary Table 1. Strains and plasmids used in this experiment.

Supplementary Table 2. Primers or oligonucleotides used in this study.

Supplementary Table 3. The loci, protein accession numbers and recognition sequences of the annotated R-M enzymes in *D. radiodurans* R1.

Supplementary Table 4. Analysis information of MALDI-TOF/TOF MS.

Supplementary Figure 1. Restriction-modification systems in *D. radiodurans* R1.

Supplementary Figure 2. Example MS Spectra, Related to Figure 2.

Supplementary Figure 3. Multiple sequence alignments of M.DraR1.

Supplementary Figure 4. Deletion of *M.DraR1* gene in *D. radiodurans* R1 strain.

Supplementary Figure 5. PCR analysis to confirm the other three MTases mutants.

Supplementary Figure 6. Purification and identification of M.DraR1 enzyme.

Supplementary Figure 7. M.DraR1 could not methylate CpG sites randomly *in vitro*.

Supplementary Figure 8. The biological relationship of the downregulated DEGs.

Supplementary Table 1. Strains and plasmids used in this experiment.

Strain and plasmid	Relevant feature	Reference or source
**Strains**		
<i>D. radiodurans</i>		
DraR1 wt	<i>D. radiodurans</i> R1 wild-type strain	ATCC13939
$\Delta M.DraR1$	R1 but <i>M.DraR1::Str</i>	This study
$\Delta M.DraR1/pk-M.DraR1$	$\Delta M.DraR1$ compensated with pRAD- <i>M.DraR1</i>	This study
$\Delta DraR1ORF2330P$	R1 but <i>ORF2330P::Str</i>	This study
$\Delta DraR1ORF14075P$	R1 but <i>ORF14075P::kana</i>	This study
$\Delta DraR1ORF15360P$	R1 but <i>ORF15360P::kana</i>	This study
<i>E. coli</i>		
ER2796	fhuA2 Δ (lacZ)r1 glnV44 trp-31 dcm-6 his-1 zed-501::Tn10 argG6 rpsL104 dam-16::Kan xyl-7 mtl-2 metR1 mcr-62 Δ (mcrB-hsd-mrr)114	Prof. Richard J. Roberts, NEB.
ER2566	F- λ - fhuA2 [lon] ompT lacZ::T7 gene 1 gal sulA11 Δ (mcrC-mrr)114::IS10 R(mcr-73::miniTn10-TetS)2 R(zgb-210::Tn10)(TetS) endA1 [dcm]	ZonHon Biopharma, Jiangshu, China.
DH(5 α)	supE44, Δ lacU169 (ϕ 80lacZ Δ M15), hsdR17, recA1, endA1, gyrA96, thi-1, relA1	TransGen Biotech, Beijing, China.
**Plasmids**		
pRRS	Genbank accession number: JN569339	Prof. Richard J. Roberts, NEB.
pRRS- <i>M.DraR1</i>	pRRS ligated with full length <i>M.DraR1</i> gene	This study
pRADK	<i>E. coli</i> - <i>D. radiodurans</i> shuttle vector	Laboratory stock
pRADKm	Modified pRADK vector contains one 'CCGCGG' site	This study
M. pRADKm	Methylated pRADKm vector with M.DraR1 enzyme	This study
pRAD-M.DraR1	pRADK but <i>kana</i> ^r was replaced and ligated with <i>M.DraR1</i>	This study
pET28a-HMT	pET28 plasmid modified with a Maltose Binding Protein and a TEV protease site	Austin, B.P., <i>et al.</i>
HMT- <i>M.DraR1</i>	pET28-HMT but ligated with <i>M.DraR1</i>	This study

Supplementary Table 2. Primers or oligonucleotides used in this study.

Primers for PCR amplification<br>and sequencing	Sequence (5'→3')
M.DraR1-P1	CACCCCCGTCCAGACTCAGC
M.DraR1-P2	CGCGGATCCTGAGCTGGACTCCCGAAGTGC
M.DraR1-P3	CCC <u>AAGCTT</u> CCACAATCACGGGCCTAACTACAG
M.DraR1-P4	GTGCCCATCTGGAGTCGCTACC
M.DraR1-P5	GTGAACTGGATTGCGGGATT
M.DraR1-P6	TTCCGCAGGTAGTGATAGTTGTTC
M.DraR1-F	TTAATTT <u>CATATG</u> ACGCAACCTCTTCTCTTTGACC
M.DraR1-R	TAT <u>GGATCC</u> TTACCTGGTCAGTTCAACCACGG
pRAD-F	AATTCGGCTTGGAAGCACGTA
pRAD-R	TTGGCGTTACAAGGATGATCCA
2230P-P1	GTCGGGTTGTTCGGGTAAT
2230P-P2	TT <u>GGATCC</u> GAACTCTTCAGAGTACGGCTTA
2230P-P3	ATTA <u>AAGCTT</u> GACCCGACACTGGCGC
2230P-P4	CGAAATTCTGCGGGTGG
2230P-P5	AAGAACTGCCTGAGCGGTACA
2230P-P6	CAATGGACAGAACTTTGGATGACT
14075P-P1	ATCAACGGCGGACAAAACGG
14075P-P2	CGCGGATCCATCAGCTCGCAGGCTAGCGC
14075P-P3	CCC <u>AAGCTT</u> AGCTTGAGATTCGTACTCGCCTTAC
14075P-P4	TGGCGGTTAGGCTTCCTTCTG
14075P-P5	GGCACAAAGGACAAAGGGTT
14075P-P6	TCGGTCCTTGAATGTCTCCCT
15360P-P1	AGGACAACCGCATTGACACCC
15360P-P2	TT <u>GGATCC</u> TCAAGACAGGGCTCCAAGTTTGG
15360P-P3	ATTA <u>AAGCTT</u> TTGACTCGTGACCAGCTGGAAGA
15360P-P4	AAGGCGGGAAGGGTTGAAGA
15360P-P5	ACGAGATTCCCGAAAAGACCG
15360P-P6	CGTCGGGAAACTCGATGTGC
M.DraR1-pRRS-F	TTT <u>cctgcagg</u> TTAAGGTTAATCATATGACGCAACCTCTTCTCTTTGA
M.DraR1-pRRS-R	TTT <u>ggatcc</u> CCGCGGTTACCTGGTCAGTTCAACCACG
pRRS-F	ACCCCAGGCTTTACACTTTATGCT
pRRS-R	GCACAGATGCGTAAGGAGAAAAT
pRRS-F-R	AGCATAAAGTGTAAGCCTGGGGT
λDNA-F	TTGTGGGGTGAATATGGCAGTA
λDNA-R	CAGGCTTCCAGCAACGAGG
gDNA-F	TTTGCAGGAGCCGAAATG
gDNA-R	ACTGGCCGATGTGGTCTTGG
pRADKm-F	CCATTCTTGCAG <u>CCGCGG</u> TCAGGGTCTTGACGT
pRADKm-R	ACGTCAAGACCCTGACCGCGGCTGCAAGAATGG
pRADKm-seq	AATGGCTGGCCTGTTGAACAAGTCT

Oligonucleotides for EMSA

S1-F	CAGGCCGCGGCT
S8-F	AGGCCGCGGCTA
S1/8-R	TAGCCGCGGCCT
S2-F	CAGG <u>T</u> CGCGGCT
S2-R	TAGCCGCG <u>A</u> CCT
S3-F	CAGGCT <u>T</u> GCGGCT
S3-R	TAGCCGC <u>A</u> GCCT
S4-F	CAGGCC <u>T</u> CGGCT
S4-R	TAGCCG <u>A</u> GGCCT
S5-F	CAGGCCG <u>T</u> GGCT
S5-R	TAGCC <u>A</u> CGGCCT
S6-F	CAGGCCGCT <u>T</u> GCT
S6-R	TAGC <u>A</u> GCGGCCT
S7-F	CAGGCCGCGT <u>T</u> CT
S7-R	TAG <u>A</u> CGCGGCCT

Primers for RT-qPCR

C12-F	CGGTCTCGCCAACAAGGAAA
C12-R	TCTTTGGTCGCAGCCGTCA
1262-F	CCCAAAGTGGACTCCCCCG
1262-R	GGTTAGGCCGTTGGTCTGCA
2340-F	CGCCAACACCGTCAAGATCAA
2340-R	TCGTCGCCGTAGGAGTAGAAGC
0099-F	GTGAACGCAATCTGCCCTGGTA
0099-R	GTTCCATGCGGAGGGCTTTG
0423-F	GGCATCGGGCGTTACCTCTA
0423-R	CGCAACTGCTCCATCGCC
B0100-F	CGGATTTATCGGCAAGGAGGTC
B0100-R	CGTTCTCGCCGCAAAATCG
1877-F	CCGCGAGTTCGAGTTAAAGGTG
1877-R	GGTAGCGCTTGACCTGCACC
1343-F	GGCTGGTTTTCCGCATCCTC
1343-R	GTTGACCGTCAGGCTGCTTTC
0689-F	CCGTCAACGCCAAAGAGGAG
0689-R	CGGGTGCCGAAGAAATACTGTT
0690-F	ACGGCGTGTCGCAGCATAA
0690-R	GGGGCCAATGACTTCGCG
2244-F	CGAGCCTATTCCCGACACTGA
2244-R	ACGAGAAGGCGTTGCGCTC
A0188-F	GACCCGCAACAACCTGGATAA
A0188-R	GTCTTCGTCGTCCTCGGGG
1939-F	ATCCCTACGACTCCTTTGTCAACG
1939-R	ACGACCTGCTTGCCGTTTTTC
A0157-F	CCCACGCTCGCCAACATCTA
A0157-R	TGCTCTTCCACTCGCCGC

Supplementary Table 3. The loci, protein accession numbers and recognition sequences of the annotated R-M enzymes in *D. radiodurans* R1.

Name	Enzymes/ORF	Type/Annotation ^a	Locus tag	Protein ID	Recognition (cleavage) ^b	Reference locus tag
MmeI	DraR1ORF2230P	Type II restriction enzyme and methyltransferase	A2G07_02230	ANC70677.1	CAAGN <u>A</u> C, m6A	DR_2267
Mrr	DraR1MrrP	Type II restriction enzyme	A2G07_10975	ANC72247.1	Unkown	DR_0508
Mrr	DraR1Mrr2P	Type IV Methyl-directed restriction enzyme	A2G07_10550	ANC72172.1	Unkown	DR_0587
/	DraR1ORF14075P	Putative Type IIG restriction enzyme/N6-adenine DNA methyltransferase	A2G07_14075	ANC72977.1	Unkown, m6A	DR_A0119
			A2G07_14080	ANC72978.1		DR_A0119.1
/	DraR1ORF15360P	Type IIG restriction enzyme and methyltransferase	A2G07_15365	ANC73228.1	Unkown, m6A	DR_B0137
			A2G07_15360	ANC73227.1		DR_B0138
McrB	DraR1McrBP	Type IV Methyl-directed restriction enzyme	A2G07_15330	ANC73223.1	Unkown	DR_B0143
McrC	DraR1McrCP		A2G07_15325	ANC73222.1	Unkown	DR_B0144
M. DraR1 ^c	M.DraR1ORF16000P	Type II methyltransferase, subtype: alpha	A2G07_16000	ANC73351.1	**CC** GCGG, m4C	DR_C0020

^a The annotation and types of RM enzymes are presented in REBASE, a restriction enzyme database.

^b The methylated nucleotide in the motif is shown as bold and underlined letter.

^c The recognition sequence of M.DraR1 is confirmed in our study

Supplementary Table 4. Analysis information of MALDI-TOF/TOF MS.

Protein Name	Species					Accession No.	Protein MW	Protein PI	Pep. Count	Protein Score	Protein Score C. I. %	Total Ion Score	Total Ion C. I. %
hypothetical protein A2G07_16000	Deinococcus radiodurans					ANC73351.1	48526.6	6.11	22	762	100	629	100
Peptide Information													
Calc. Mass	Obsrv. Mass	± da	± ppm	Start Seq.	End Seq.	Sequence		Ion Score	C. I. %	Modification		Result Type	
852.4363	852.4354	-0.0009	-1	296	301	YWQTVR						Mascot	
871.4196	871.4301	0.0105	12	139	145	TPFYSEK						Mascot	
891.4683	891.4635	-0.0048	-5	131	138	VPQGFTSR						Mascot	
1040.6211	1040.6199	-0.0012	-1	356	365	TQAVLRPGAK						Mascot	
1059.6157	1059.6178	0.0021	2	408	418	IGSSIVGTGLR						Mascot	
1114.5415	1114.5535	0.012	11	287	295	YLELDNYGK						Mascot	
1192.6572	1192.6638	0.0066	6	425	434	LYEAVVELTR						Mascot	
1192.6572	1192.6638	0.0066	6	425	434	LYEAVVELTR		77	100			Mascot	
1636.9091	1636.9043	-0.0048	-3	213	227	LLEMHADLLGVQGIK						Mascot	
1642.8007	1642.8088	0.0081	5	228	242	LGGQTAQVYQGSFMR						Mascot	
1642.8007	1642.8088	0.0081	5	228	242	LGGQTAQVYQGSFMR		95	100			Mascot	
1658.7955	1658.807	0.0115	7	228	242	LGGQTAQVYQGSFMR				Oxidation (M)[14]		Mascot	
1856.9171	1856.9246	0.0075	4	193	210	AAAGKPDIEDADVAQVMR						Mascot	
1880.031	1879.9791	-0.0519	-28	211	227	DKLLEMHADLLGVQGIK						Mascot	
1903.9813	1903.9896	0.0083	4	268	283	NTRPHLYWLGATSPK						Mascot	
1903.9813	1903.9896	0.0083	4	268	283	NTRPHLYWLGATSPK		49	100			Mascot	
2041.0865	2041.0918	0.0053	3	79	96	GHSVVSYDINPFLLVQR						Mascot	
2041.0865	2041.0918	0.0053	3	79	96	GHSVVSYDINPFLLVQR		149	100			Mascot	

2070.0291	2070.0288	-0.0003	0	150	166	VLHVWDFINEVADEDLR			Mascot
2432.0579	2432.0686	0.0107	4	331	351	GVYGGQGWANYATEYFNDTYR			Mascot
2880.4712	2880.4604	-0.0108	-4	1	25	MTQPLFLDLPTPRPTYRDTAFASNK			Mascot
2889.3401	2889.3694	0.0293	10	167	192	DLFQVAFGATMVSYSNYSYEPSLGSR			Mascot
2910.3979	2910.415	0.0171	6	243	267	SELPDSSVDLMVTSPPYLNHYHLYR	84	100	Mascot
2926.3928	2926.4099	0.0171	6	243	267	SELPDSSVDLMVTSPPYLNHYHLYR		Oxidation (M)[11]	Mascot
2928.4561	2928.4287	-0.0274	-9	101	128	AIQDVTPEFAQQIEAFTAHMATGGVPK			Mascot
2948.3638	2948.416	0.0522	18	331	355	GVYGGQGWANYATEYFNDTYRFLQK			Mascot
2993.5005	2993.4846	-0.0159	-5	305	330	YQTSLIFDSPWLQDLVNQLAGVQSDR			Mascot
3141.5688	3141.5815	0.0127	4	377	404	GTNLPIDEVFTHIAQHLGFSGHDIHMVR			Mascot
3157.5637	3157.5732	0.0095	3	377	404	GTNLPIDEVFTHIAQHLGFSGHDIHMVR		Oxidation (M)[26]	Mascot

---

Supplementary Figure 1

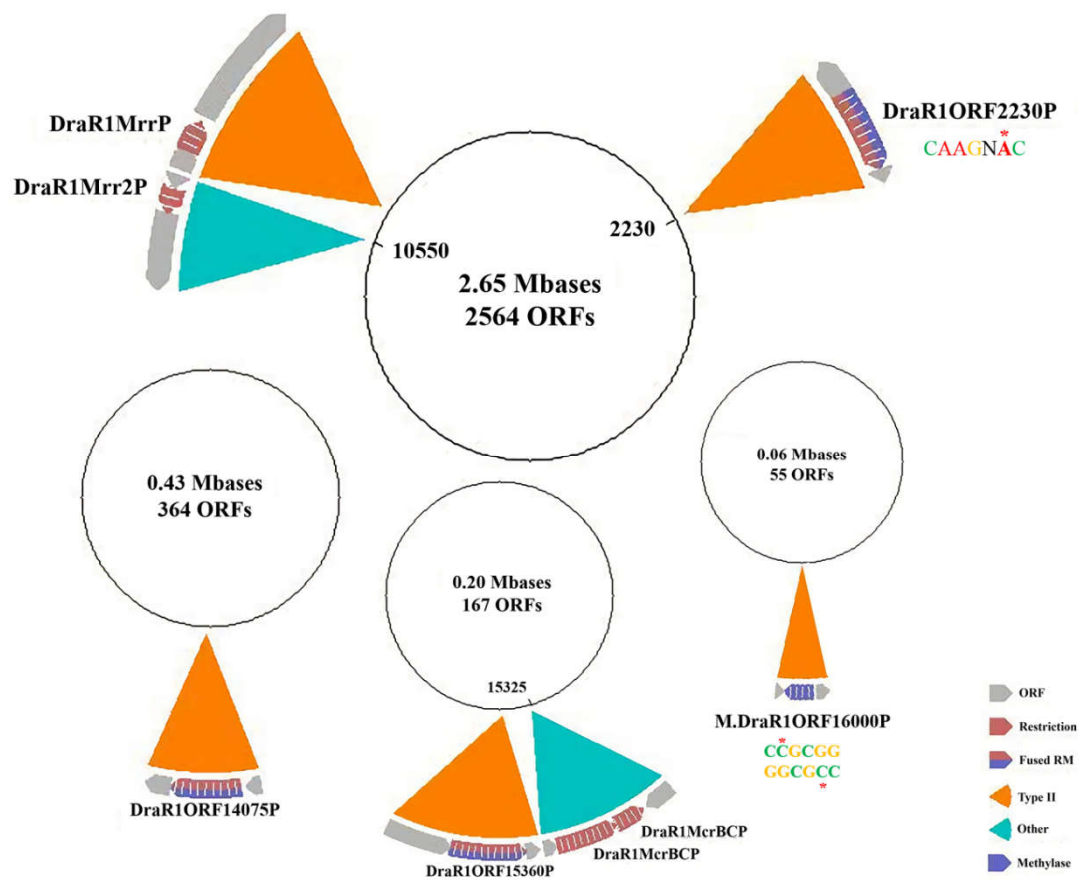

Supplementary Figure 1. Restriction-modification systems in *D. radiodurans* R1.

Three fused polypeptides containing both DNA methyltransferase and endonuclease activity are located in the chromosome I, chromosome II and the large plasmid. Four restriction endonucleases, two Mrr and two McrBC types, are at the chromosome I and large plasmid, respectively. A putative methylase is presented in the small plasmid.

Supplementary Figure 2

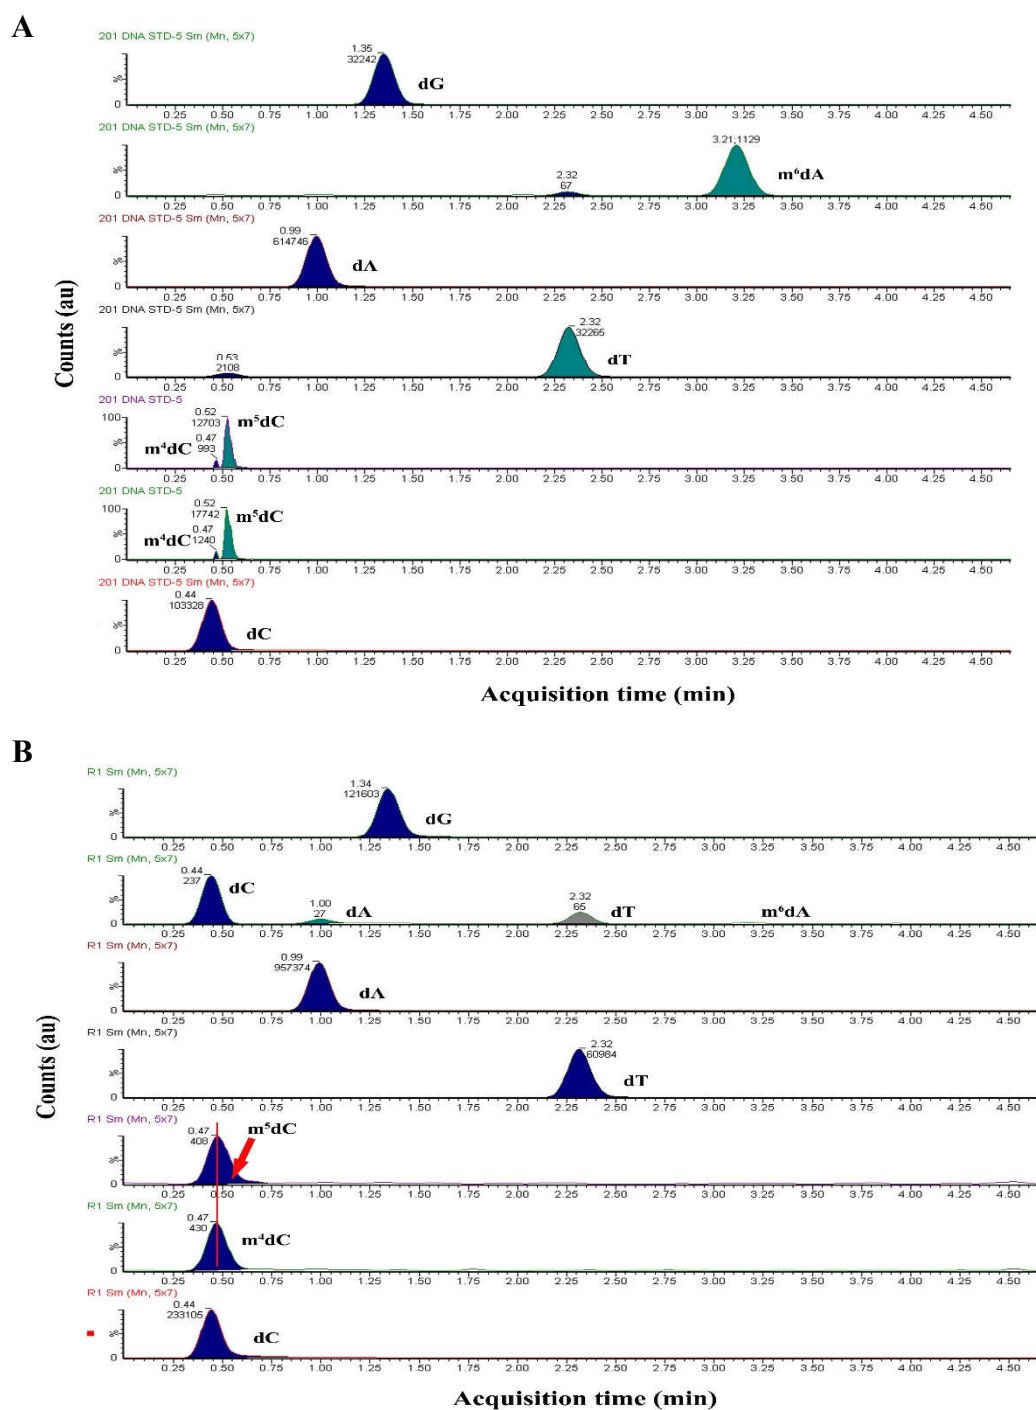

Supplementary Figure 2. Example MS Spectra, Related to Figure 2.

- (A) Nucleoside standards representing all different bases including 4mC, 6mA and 5mC.
- (B) Representative MS spectra of *D. radiodurans* R1 genomic DNA. These spectra demonstrate where levels of 6mA and 5mC (red arrow showed) were extremely low compared to 4mC. There are slight variations from run to run due to column and flow rate differences but the peak order is consistent.

Supplementary Figure 3

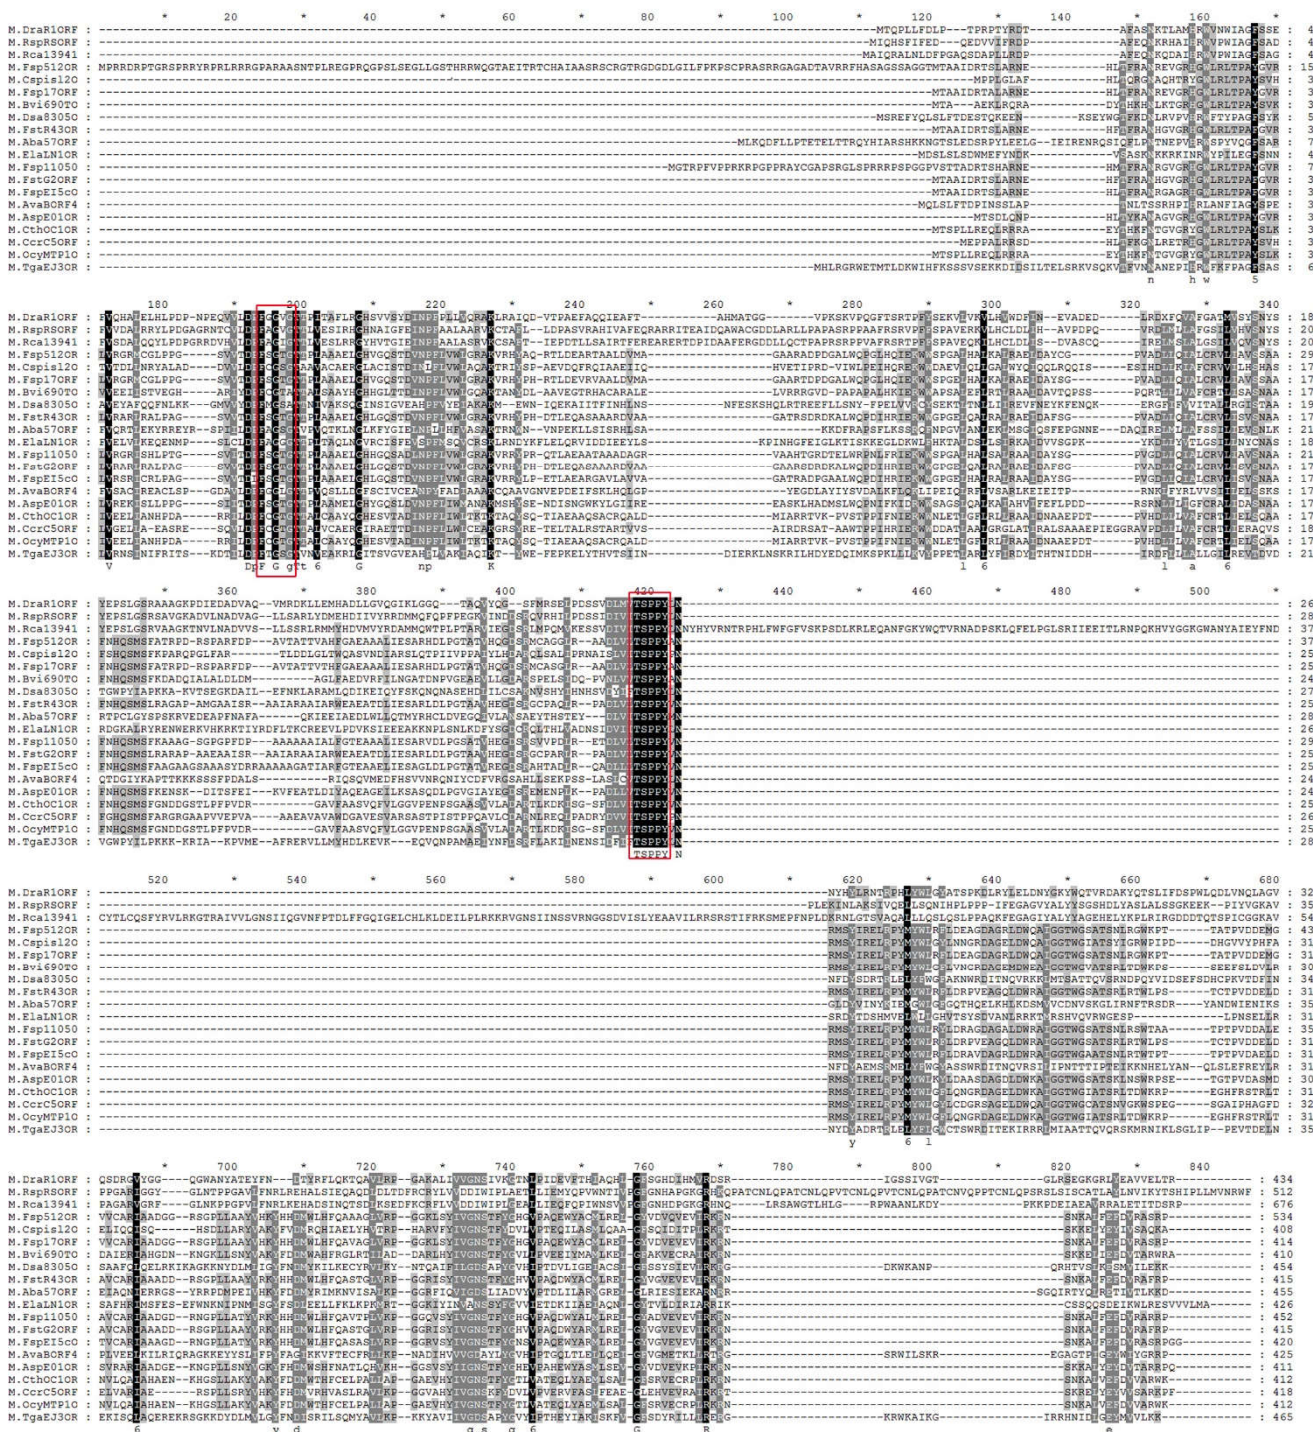

Supplementary Figure S3. Multiple sequence alignments of M.DraR1.

Sequences are from the top 20 recorded hits using BLASTP tool in REBASE. The query sequence is M.DraR116000P from *D. radiodurans* R1. The conserved N-terminal SAM-binding motif (‘FxFxG’) and C-terminal catalytic motif (‘SPPY’) are indicated by red solid line boxes. Identical residues are shown as white letters with black background, and similar residues are shown as white letters with gray background.

Supplementary Figure 4

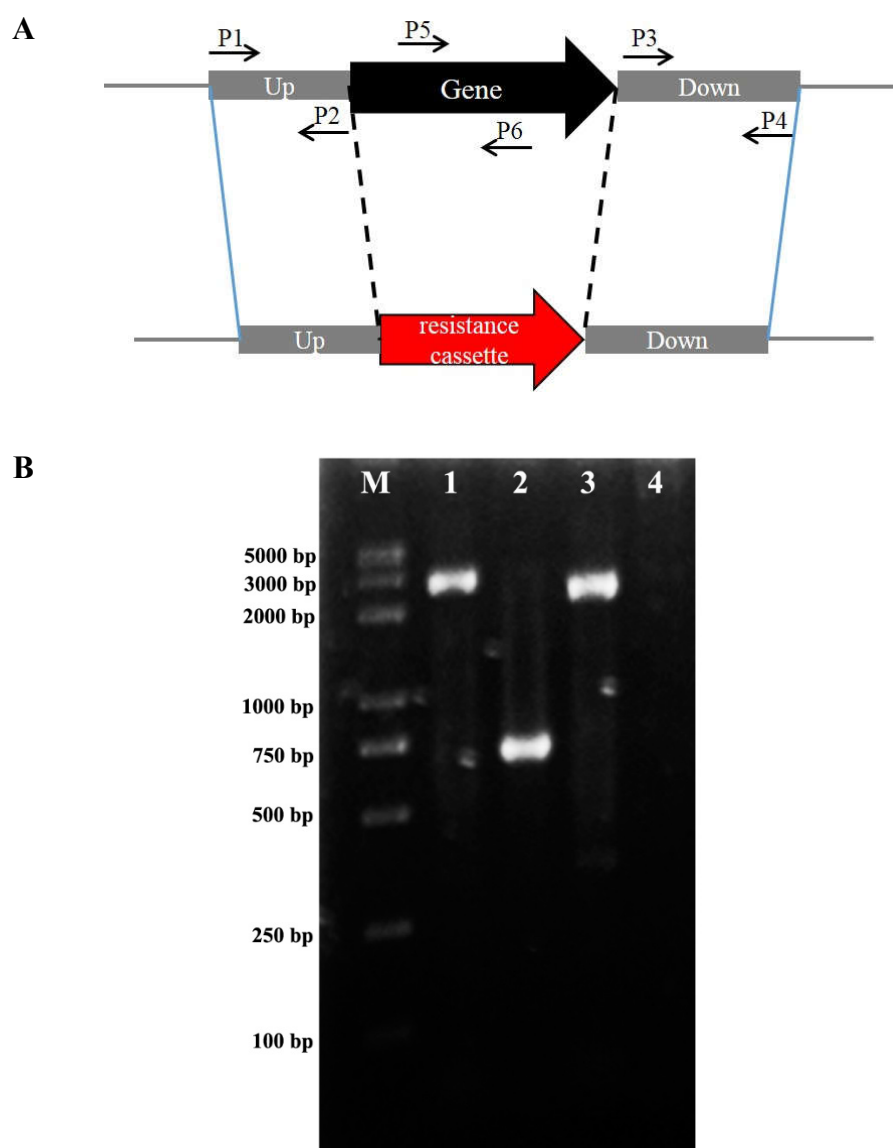

Supplementary Figure 4. Deletion of *M.DraR1* gene in *D. radiodurans* R1 strain.

(A) Scheme of gene mutation by homologous recombination which replaced the targeted ORFs with antibiotic resistant fragment. P1, P2, P3, P4, P5 and P6 refer to the primer pairs (Supporting information, supplementary table 2).

(B) PCR analysis to confirm the mutation of *M.DraR1* strain. The amplicon from the mutant (P1/P4 primers, 2648 bp, lane 3) is shorter than that of the wild type (3062 bp, lane 1), indicating that *M.DraR1* was replaced with the streptomycin-resistance fragment. Further, an interior DNA fragment of this gene was detected by amplification using primers P5/P6. No products corresponding to the size of the interior fragment from wild type (706 bp, lane 2) was observed in the mutant (lan 4), suggesting that the wild type alleles had completely replaced by streptomycin-resistance fragment in the mutant.

Supplementary Figure 5

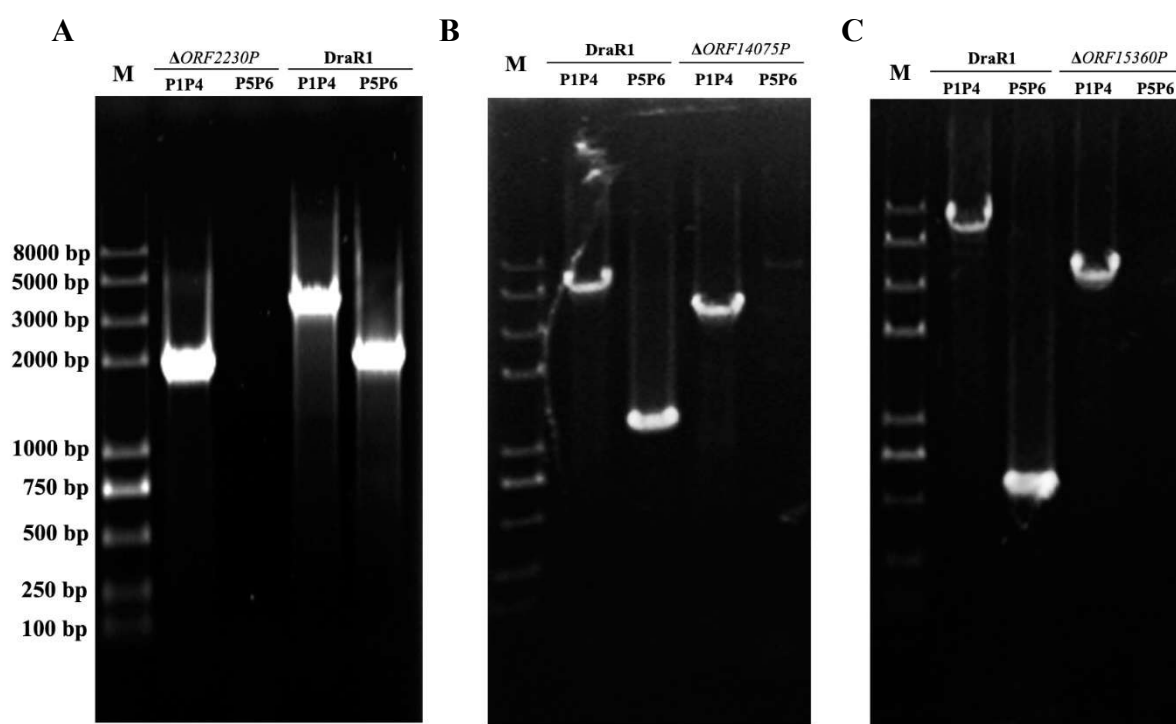

Supplementary Figure 5. PCR analysis to confirm the other three MTases mutants.

(A) PCR analysis to confirm the mutation of ORF2230P. The amplicon from the mutant (P1/P4 primers, 1914 bp) is shorter than the amplicon from the wild type (P1/P4, 3555 bp). Further, no products corresponding to the size of the interior fragment from wild type (2038 bp) was observed in the mutant, suggesting that the wild type alleles had completely replaced by streptomycin-resistance fragment in the mutant.

(B) PCR analysis to confirm the mutation of ORF14075P. The corresponding amplicon from the mutant (P1/P4 primers, 3296 bp) is shorter than the amplicon from the wild type (P1/P4, 4906 bp). Further, no products corresponding to the size of the fragment from wild type (1358 bp) was observed in the mutant, suggesting that the wild type alleles had completely replaced by kanamycin resistance fragment in the mutant.

(C) PCR analysis to confirm the mutation of ORF15360P. The corresponding amplicon from the mutant is 3270 bp (P1/P4 primers), shorter than that of the wild type (5530 bp). Further, no products corresponding to the size of the interior fragment from wild type (522 bp) was observed in the mutant, suggesting that the wild type alleles had completely replaced by kanamycin resistance fragment in the mutant. Primers were listed in supplementary table 2 .

Supplementary Figure 6

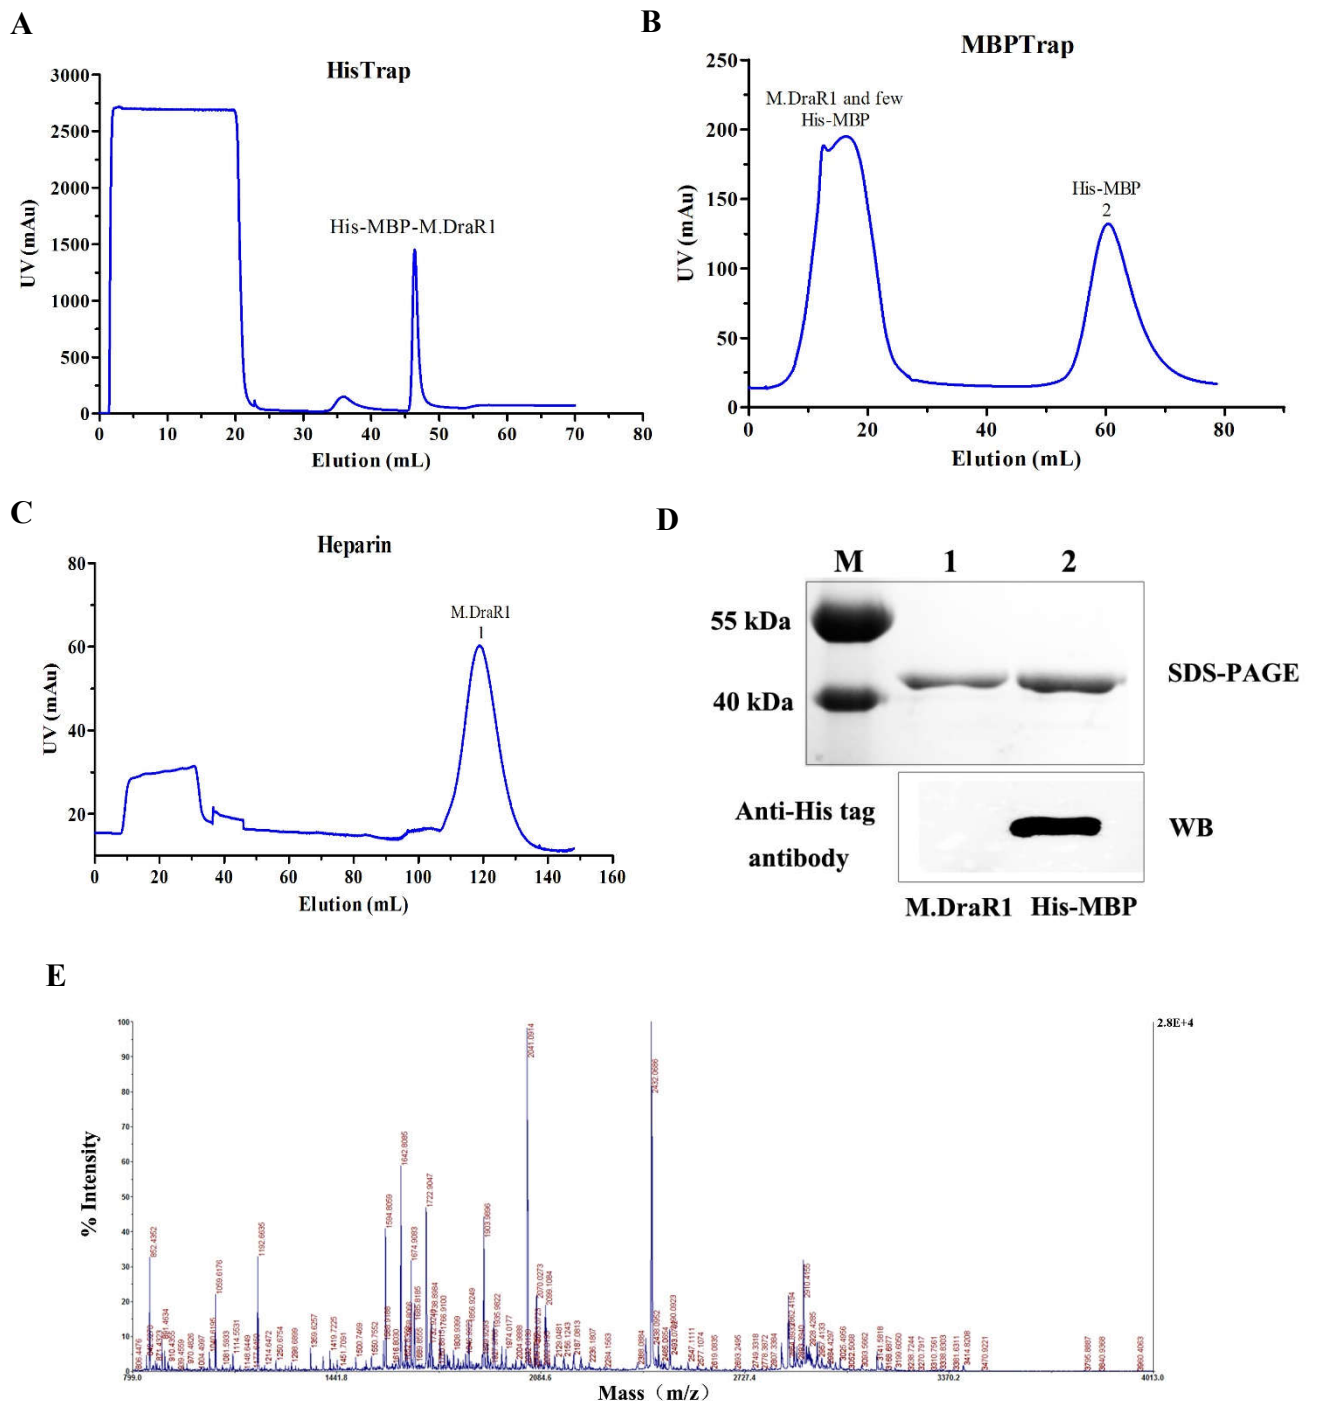

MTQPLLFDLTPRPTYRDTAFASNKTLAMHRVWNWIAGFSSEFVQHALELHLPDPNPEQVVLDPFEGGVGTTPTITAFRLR
 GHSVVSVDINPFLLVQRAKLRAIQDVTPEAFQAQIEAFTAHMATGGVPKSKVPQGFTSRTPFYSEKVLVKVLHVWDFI
 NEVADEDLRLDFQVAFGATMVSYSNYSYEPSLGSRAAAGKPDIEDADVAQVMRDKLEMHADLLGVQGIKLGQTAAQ
 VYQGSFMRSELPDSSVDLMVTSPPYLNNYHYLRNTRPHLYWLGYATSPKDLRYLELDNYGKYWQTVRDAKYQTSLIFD
 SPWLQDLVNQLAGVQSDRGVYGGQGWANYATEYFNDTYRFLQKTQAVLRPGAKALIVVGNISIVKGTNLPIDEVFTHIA
 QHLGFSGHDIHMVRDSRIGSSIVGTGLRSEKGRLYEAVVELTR

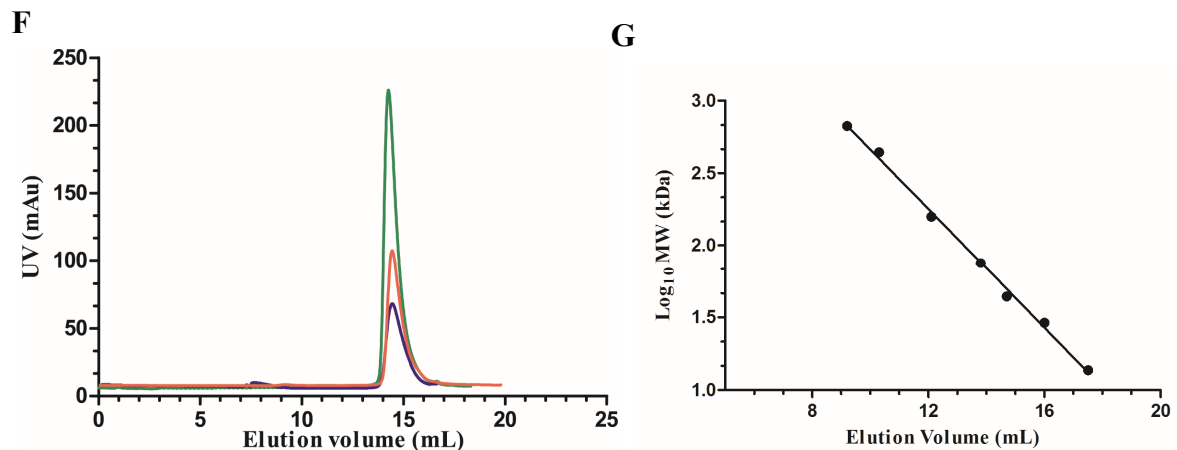

Supplementary Figure 6. Purification and identification of M.DraR1 enzyme.

- (A) Representative diagrams of protein purification by HisTrap. The fused His-MBP-M.DraR1 protein was eluted with 250 mM imidazole.
- (B) Representative diagrams of MBPTrap. After TEV protease cleaved, the protein was loaded onto an MBPTrap column to remove His-MBP and uncleaved proteins (Peak 2). The flow-through fractions containing M.DraR1 and few His-MBP protein were collected.
- (C) Representative diagrams of HiTrap Heparin. The collected proteins from MBPTrap column were desalted and loaded in Heparin column. Fractions containing M.DraR1 protein were eluted using a linear NaCl gradient (Peak 1).
- (D) Western blot analysis was used to distinguish M.DraR1 (Peak 1) from His-MBP (Peak 1) using anti-his tag antibody.
- (E) Peptide mass fingerprint (PMF) of M.DraR1 protein. The identified peptides are shown in bold red text and detailed information was shown in supplementary table 4. FxGxG and SPPY conserved motifs were shown in underline.
- (F) Gel-filtration analysis revealed that M.DraR1 exist as a monomer in solution. FPLC system coupled to a Superdex 200 10/300 GL column. Elution profiles at 280 nm are different concentration of M.DraR1 protein. Purple, 0.1 mg/mL; Orange, 0.2 mg/mL; Green, 0.5 mg/mL.
- (G) Protein size standard curve created with ribonuclease A (13.7 kDa), carbonic anhydrase (29 kDa), ovalbumin (44 kDa), conalbumin (75 kDa), aldolase (158 kDa), ferritin (440 kDa), and thyroglobulin (669 kDa). All peaks were reconstructed using GraphPad Prism software.

Supplementary Figure 7

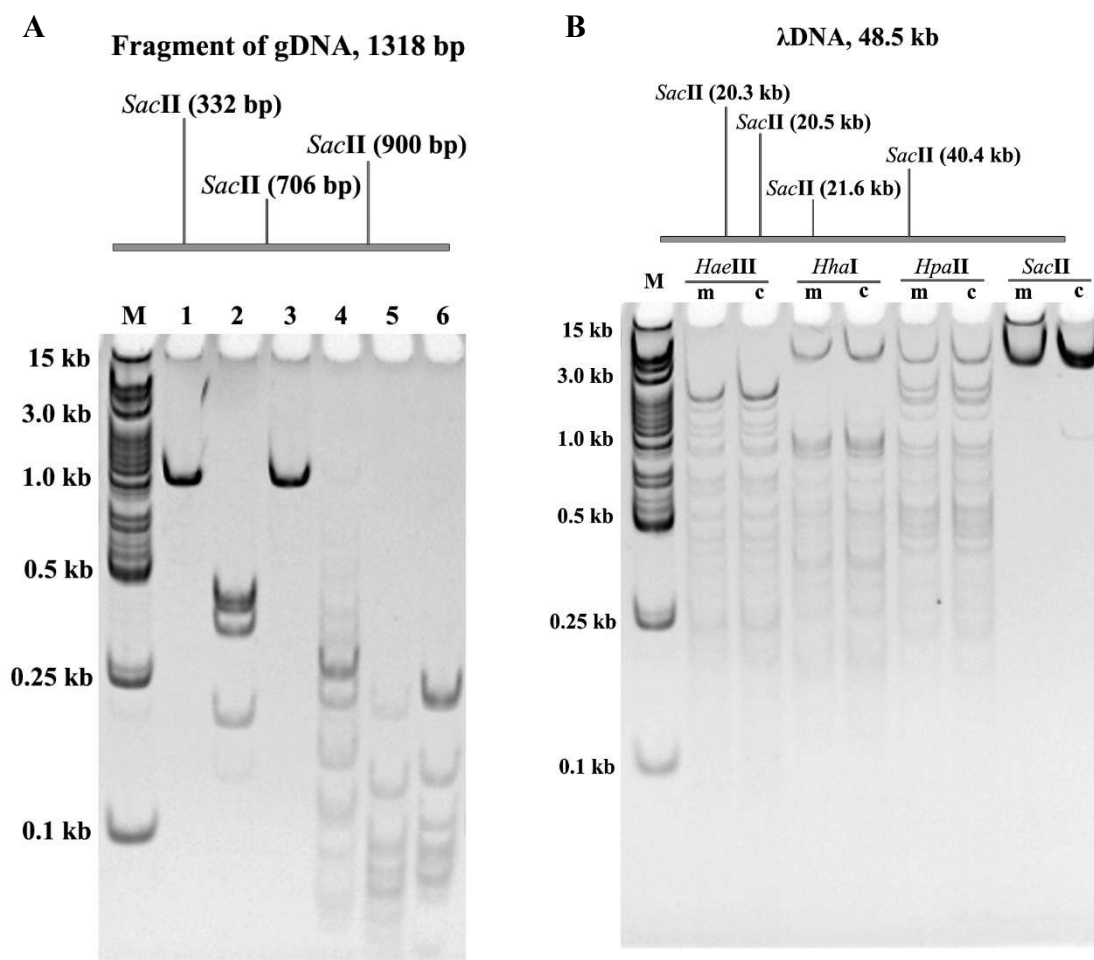

Supplementary Figure 7. M.DraR1 could not methylate CpG sites randomly *in vitro*.

(A) The methylation of DNA fragment with M.DraR1 could not block the activities of *HaeIII* (lane 4), *HhaI* (lane 5) and *HpaII* (lane 6) contrasting to *SacII* (lane 3). Lane 1 stands for the amplified PCR fragment containing three 'CCGCGG' sites from gDNA of DraR1. The unmethylated control one was digested to four bands by *SacII* (lane 2). (B) The unmethylated (c) and methylated (m) λDNA showed the same digestive profiles by *HaeIII*, *HhaI* and *HpaII*. M, 250 bp DNA ladder (TSJ105-100) from Beijing TsingKe Biotech Co., Ltd. All experiments were performed in three independent biological replicates.

Supplementary Figure 8

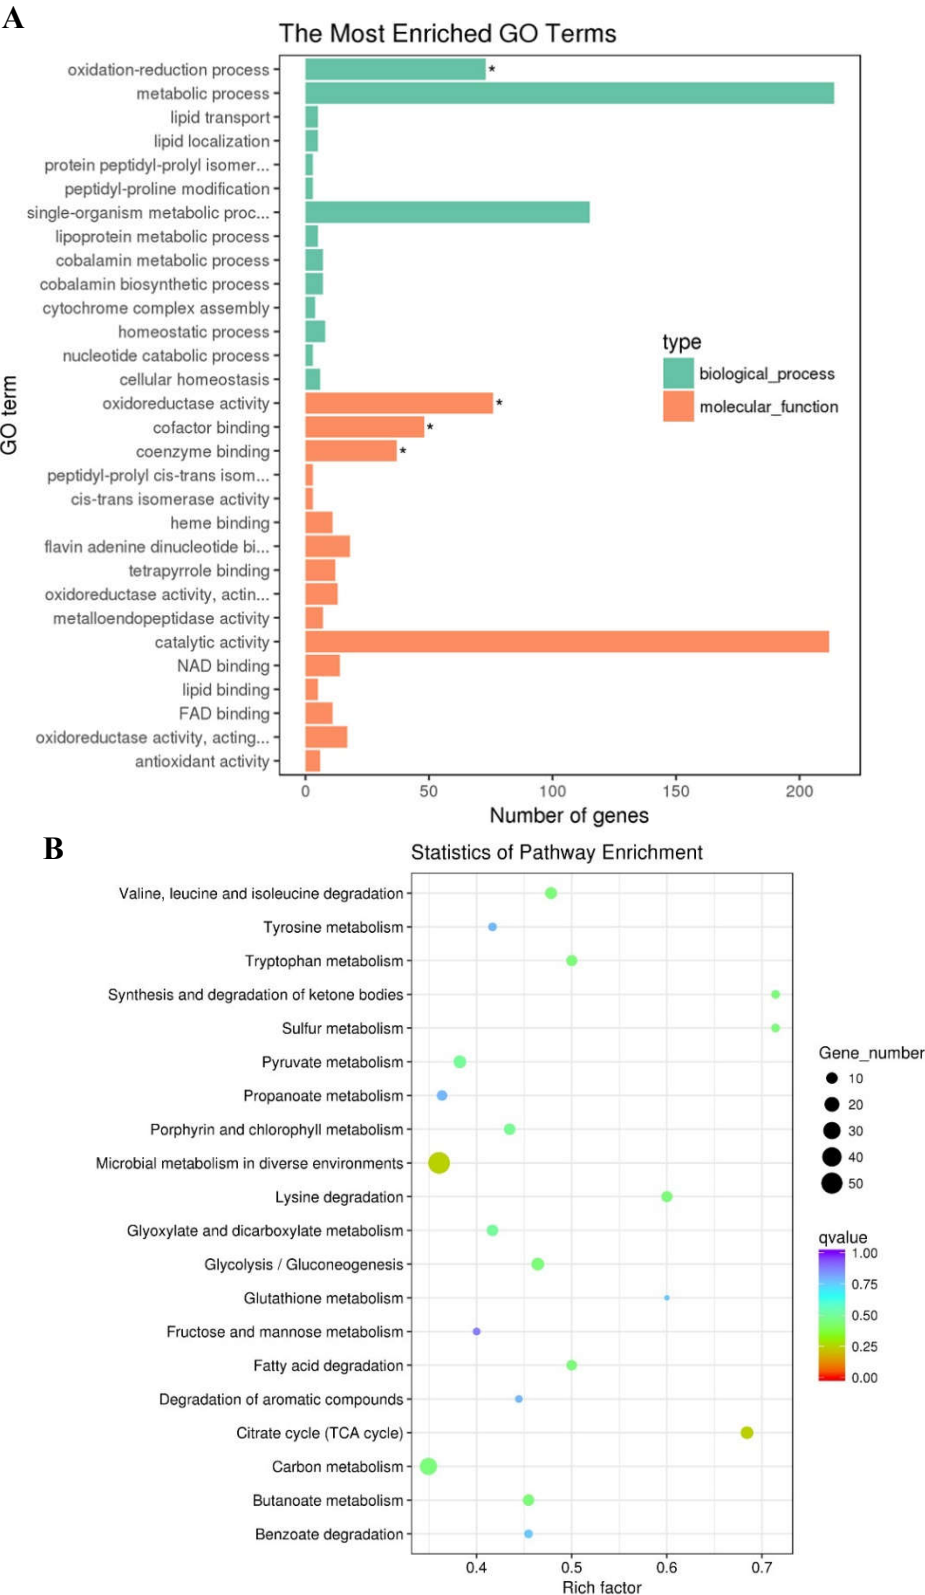

Supplementary Figure 8. The biological relationship of the downregulated DEGs.

(A) Functional categories of the downregulated DEGs in the GO database. Bars with asterisks represent significantly enriched terms ($p < 0.05$).

(B) Functional categories of the downregulated DEGs in KEGG pathways.

How the deposited data were processed for this re-analysis (not part of the article)

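RNA from 2 wild-type and 2 ΔM.DraR1 cultures of D. radiodurans was sequenced, with 1 library per culture. According to the paper, reads were aligned with Bowtie2 2.2.3 to a genome taken from NCBI, whose build is not given in the sources used here, and counted per gene with HTSeq 0.6.1. The authors then divided by gene length and library total and deposited FPKM per gene for each library. The paper called differential expression with a negative binomial model at an adjusted p under 0.05.

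The deposited tables hold 3178 loci by locus tag. They gave whole fragments for all 3156 genes with a value (relative tolerance 1e-09), and 22 genes were at 0 in every library. The coding length implied by the fragments was a multiple of 3 for 98.57% of genes. Library totals derived in this way were 4887442 and 6261650 fragments for wild-type replicates 1 and 2, and 4132565 and 2522525 for ΔM.DraR1 replicates 1 and 2. The fragments of the listed genes summed to between 92.32% and 94.81% of these totals. The 10 genes with the highest FPKM held 18.89% and 20.56% of all FPKM in the wild type and 20.47% and 23.3% in the mutant. The 5th percentile of FPKM was 3.28 and 3.17 in the wild type and 9.28 and 11.8 in the mutant.

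The design set before the data were examined expected read counts and a count test. As the values are FPKM, log2(FPKM + 1) was instead tested with limma 3.58.1 in R 4.3.3 (linear model on strain, moderated variance with a mean-variance trend, Benjamini-Hochberg adjustment). The test took the 3125 genes with an FPKM of at least 1 in at least 2 libraries. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The procedure was tested on simulated data for this comparison, with 3092 genes. It recovered 14.0% of 2-fold, 83.4% of 4-fold and 99.4% of 8-fold changes, and 3.75% of its calls were false. The spread between replicates (SD of log2 values) was 0.142 in the wild type and 0.426 in the mutant. The limma test gives both strains 1 pooled spread. The simulation gave all 4 libraries the mutant spread and changed only a small share of the genes. It does not cover unequal spreads, or data in which 1505 of 3125 genes are called, so its rates need not hold here. The replicates of each strain differed by more than sampling noise (chi-square per gene of 11.8 in the wild type and 95.9 in the mutant, over genes with at least 20 fragments), so each library was counted as 1 replicate.

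Gene lists were fixed by locus before the data were examined. The parts of Table 4, the genes of Fig. 7D and the restriction-modification loci of Supplementary Table S3 came from the paper. The lists of the tricarboxylic acid cycle, of Ddr and Ppr proteins and of the radiation-desiccation response regulon were compiled by locus from general knowledge. Lists were compared with camera of limma (preset correlation 0.01, or estimated), fry and Fisher's exact test, adjusted over 10 lists. With an estimated correlation, camera takes its degrees of freedom from the 4 libraries and has little power. Clustering used complete linkage. The replicon of each locus was taken from its prefix, as the paper's supplement uses it, and the order of locus tags was taken as the order along each replicon. Genes named in the text are those that the paper names, the 10 largest rises and falls among the differentially expressed genes whose strains did not overlap, and the 3 members of each list with the smallest adjusted p. The values of Table 4 and Fig. 7D were seen before this choice. The reference table of 3210 genes uses other identifiers, and 0 of the 3178 loci matched it, so gene names were taken from the paper alone.

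The alternatives were median-of-ratios and upper quartile scaling, no filter on low values, at least 10 fragments in every library, limma-voom on the recovered fragments, a pseudocount of 0.1, the replicate number as a block, leaving out each library in turn and an adjusted p threshold of 0.01. A fit without the mean-variance trend was added after the values were seen. GO and KEGG terms, lists by product name and CCGCGG sites were not analysed here.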

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

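The thinning of a library to a lower depth was set before its result was seen, and all other tests in this part were chosen after the values they measure had been seen.

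Some genes outside those the paper discusses changed strongly, or changed although their use in the study assumes a level that does not move with the strain. DR_C0023, a locus of the small plasmid, had a log2 fold change of 7.32 (standard error 0.78), and DR_1968 one of 7.18. The mean FPKM of DR_C0023 in the mutant was 824, with 1345 in ΔM.DraR1 replicate 2. DR_1968 had an FPKM of 2837 in ΔM.DraR1 replicate 1 and 16868 in replicate 2. DR_1343, to which the RT-qPCR was normalized, had a log2 fold change of -1.07, and this call was lost without wild-type replicate 1 or 2 (adjusted p of 0.117 or 0.135 from limma).

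M.DraR1 (DR_C0020) still had a mean FPKM of 58.4 in the mutant libraries, although the gene had been replaced. Wild-type cells or RNA mixed into the mutant libraries would leave every gene at or above the share seen for M.DraR1, but 19 of the 1378 genes with an FPKM of at least 100 in both wild-type libraries lay under 0.5 of that share in both mutant libraries. Transcription that runs in from the neighbouring loci stays open, since the FPKM of M.DraR1 in the mutant was 0.973 of that of its higher neighbour, a level at which the test decides neither way. The values per gene do not show which part of the gene the fragments came from. No biological explanation was tested.

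Of the 39 tested loci of the small plasmid, which carried M.DraR1, 29 were higher, 1 was lower and 9 did not pass, with a median log2 fold change of 1.81 (1.09 without ΔM.DraR1 replicate 2, 2.38 without replicate 1). The spread argues against a higher copy number as the whole cause, as 30.8% of the loci lay within 1 log2 unit of the median, and the largest rises argue against DNA carried over into the libraries as their source, as 8 loci gained more than 5 times the median gain in FPKM. Transcription running out of the resistance cassette is a candidate explanation, since the fold change fell with the distance in locus tags from M.DraR1. Spearman's rho was -0.732 across 38 loci, which are not independent (one-sided permutation p = 0.0001, the smallest that 10000 permutations give). The distance takes both sides of M.DraR1 alike and strand was not examined, so rho cannot single out this explanation. The levels do not decide it, because the loci 4 to 10 tags away gained a median of 174 FPKM, 2.89 times the median of the loci 1 to 3 tags away, but gains within both groups overlapped (16.5 to 821 over the 6 nearer and 26.0 to 2199 over the 14 farther loci, one-sided permutation p = 0.106), and DR_C0023, 3 tags away, had an FPKM of 1345 in ΔM.DraR1 replicate 2 where DR_C0021, between it and the deletion, had 33.3. Both stay open, DNA carry-over for the smaller rises (51.3% of the loci gained within 2-fold of the median gain), as does an effect of the lost methylation, which was not tested.

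ΔM.DraR1 replicate 2 lay further from the wild type than replicate 1, with R2 values with wild-type replicate 1 of 0.543 and 0.689. Its lower depth does not account for this, since replicate 1 thinned to that depth kept an R2 of 0.687 (mean of 100 draws). Wild-type RNA in replicate 1 would need the same share for genes that rose and genes that fell at least 4-fold, and the medians of the needed shares differed by 0.469 (0.467 over 308 risen genes, -0.002 over 34 fallen genes). The fallen genes were picked by a test that includes replicate 1, which favours small shares, so these medians do not decide it. A mixture also sets a floor. The 19 genes named above lay under 0.5 of the M.DraR1 level, itself 33.5% of the wild type in replicate 1, which argues against a share of 0.467. A difference between the 2 cultures was not tested and stays open.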

How the results depend on the processing

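The fit without the mean-variance trend was chosen after the values were seen, and all other settings before. M.DraR1 was lower in the mutant under every setting run, with a log2 fold change between -1.68 and -1.40. The sources do not say whether the replicate numbers pair the cultures. The deviations of the replicates were hardly correlated between the strains (0.042), which cannot show that they were unpaired. The replicate block gave 1606 differentially expressed genes and ended no call of the genes and lists named. With median-of-ratios scaling 1378 of the 1505 genes remained differentially expressed, and with upper quartile scaling 1312, all in the same direction. Leaving out 1 library, where the lone library is assumed to vary like the other strain, gave 765 to 2257 genes, 244 to 1153 of them lower and 243 to 624 lower at the fold limit. Of 75 genes followed singly, 65 were differentially expressed, and 10 lost this without wild-type replicate 1, 13 without wild-type replicate 2, and none of the 65 changed direction under any setting. At an adjusted p of 0.01 there were 593 genes, 363 higher and 230 lower, all past the fold limit too. At that threshold, 13 DNA repair genes were higher and 3 lower, 1 nucleoid-associated gene and 2 competence genes were higher, and 1 regulator and 1 gene of the tricarboxylic acid cycle were lower. The number of lower Ddr loci was 0 at that threshold, with median-of-ratios and upper quartile scaling and without the trend. Of the restriction-modification loci, 1 was higher with upper quartile scaling and 2 were lower with limma-voom. Leaving out 1 library gave 0 to 1 lower Ddr loci, 0 to 1 lower loci of the radiation-desiccation response regulon, 1 to 5 lower repair genes, 1 to 2 higher nucleoid-associated genes, 1 to 2 lower regulators, 0 to 2 higher and 1 to 4 lower restriction-modification loci, and 3 to 13 lower genes of the tricarboxylic acid cycle. With an estimated correlation, camera gave an adjusted p of 0.326 for both Ddr lists, the regulon and the regulators, 0.376 for the repair genes and 0.456 for the tricarboxylic acid cycle, so none of its calls held. That form has few degrees of freedom with 4 libraries, so it cannot tell whether correlation among the genes of a list ended the calls. The nucleoid-associated list had a negative estimated correlation (-0.082), yet its adjusted p from camera rose from 0.36 to 0.53. Fry, which does not compare a list with other genes, gave 0.053 for the tricarboxylic acid cycle and 0.0105 for the RT-qPCR genes, whose camera p ranged from 0.0152 to 0.617 with 1 library left out. Between the mutant libraries, R2 was 0.831 on untransformed FPKM, 0.892 with a pseudocount of 0.1 and 0.889 over filtered genes, r was 0.949 and Spearman's rho 0.930. The median log2 fold change of chromosome I was -0.0087 with median-of-ratios and 0.049 with upper quartile scaling, that of chromosome II was -0.34 with upper quartile scaling, and that of the small plasmid ranged from 1.09 to 2.38 with 1 library left out. The cause of these changes was not tested, apart from the stricter threshold itself and the spread used when a library is left out. Such a fit takes its spread from the strain that keeps both libraries, and that of the mutant is wider. For DR_1343 the log2 fold change stayed between -1.11 and -1.02 in these fits. Its standard error was 0.53 without either wild-type library and 0.10 without either mutant library. The planned count tests were not run, although whole fragments could be derived, and limma-voom was the only test run on those. Planned scaling by total alone and limma on log2(FPKM + 1) are the reported setting. Tests of CCGCGG sites were not run. Depth limits genes with few fragments: with at least 10 in every library, 2964 genes were tested and 1432 were differentially expressed.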

Differences from the paper's values

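The paper reports 392 genes lower in ΔM.DraR1, and 766 were lower here at the same adjusted p threshold of 0.05. Among the alternatives set before the data were examined, the count came within 1.5 times of the paper's with upper quartile scaling (573) and without wild-type replicate 2 (282). It did not with median-of-ratios scaling (639), no low-value filter (753), at least 10 fragments in every library (765), limma-voom (769), a pseudocount of 0.1 (754), the replicate block (796), without wild-type replicate 1 (244), without ΔM.DraR1 replicate 1 (1153) or replicate 2 (1146), or at an adjusted p of 0.01 (230). The paper's text names no fold limit, and Figure 7A draws differentially expressed genes only outside an absolute log2 fold change of 1. With that limit, also set before the data were examined, 480 genes were lower and 631 higher, and 385 lower and 707 higher with median-of-ratios scaling.

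For DdrC (DR_0003) the paper gives a log2 fold change of 4.993, and the value here was 4.58, with a standard error of 0.33. The gap was within the standard error with limma-voom (5.01), a pseudocount of 0.1 (5.01), upper quartile scaling (4.72), without wild-type replicate 1 (4.75), without ΔM.DraR1 replicate 1 (4.81) and with the replicate block, which leaves the value and widens its error. It was not with median-of-ratios scaling (4.67), with no low-value filter or at least 10 fragments in every library (4.58 with both), without wild-type replicate 2 (4.41) or without ΔM.DraR1 replicate 2 (4.35). The other 56 genes of Table 4 lay within 1 standard error of the paper's values, and all 57 had the same direction. Both sets of values come from the same 4 libraries, so this closeness is not independent evidence. A standard error between cultures does not measure how far 2 analyses of the same libraries should differ. The median of the value here minus the paper's was -0.086, with falls taken as positive.

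The paper counts DR_1877 among the differentially expressed genes that it measured by RT-qPCR, and its adjusted p from limma was 0.055 here. It passed with median-of-ratios scaling (adjusted p = 0.0317), upper quartile scaling (0.0338), the replicate block (0.0277), without ΔM.DraR1 replicate 1 (0.00291) and without ΔM.DraR1 replicate 2 (0.0466).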

Other observations

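The test of neighbouring loci in this part was chosen after the values had been seen. The replicons are given by counts and medians, and differences between them were not tested. The 1 lower locus of the small plasmid was M.DraR1 itself. On chromosome II, 46 of 357 loci were higher and 133 lower, with a median log2 fold change of -0.51. On chromosome I, 633 of 2596 were higher and 603 lower, with a median of -0.11, and with upper quartile scaling 723 were higher and 440 lower, with a median of 0.049. On the large plasmid 31 of 133 were higher and 29 lower, with a median of 0.44.

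The restriction-modification loci of Supplementary Table S3 mostly did not pass the test. Of the 9 tested, 1 was lower, which is M.DraR1, 0 were higher and 8 did not pass at an adjusted p under 0.05 from limma, with the same counts adjusted over the list alone and a median log2 fold change of -0.44. At an unadjusted p under 0.05, 3 were lower and 0 higher, and limma-voom called 2 lower and 0 higher. Without ΔM.DraR1 replicate 1, 2 were higher and 2 lower, and without ΔM.DraR1 replicate 2, 4 were lower. DR_0643, annotated as an RNA methyltransferase, had a log2 fold change of -0.19 (adjusted p = 0.48 from limma).

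Neighbouring loci tended to change in the same direction. Of 3068 pairs of adjacent locus tags, 662 held 2 differentially expressed genes of the same direction and 195 of opposite directions. Shuffling the calls over the loci gave a mean of 355 pairs of the same direction and at most 415 in 10000 shuffles. For this order of loci, that excludes chance placement over all replicons taken together. The shuffles moved calls between replicons, which differ in their shares of higher and lower genes. Shuffles within each replicon were not run, so how much of the excess comes from the replicons is not known. Shared transcripts could give pairs of the same direction, but operons were not analysed here.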
